# Molecular and cellular adaptations to extended hypothermic oxygenated perfusion in donation-after-circulatory-death hearts in a porcine model

**DOI:** 10.3389/fcvm.2026.1800470

**Published:** 2026-05-25

**Authors:** Morgan K. Moroi, Yaagnik Kosuri, Cary Karcher, Diana Albino, Anthony Campbell, Arianna Adamo, Emre Bektik, Christine Chan, Kenmond Fung, Miroslav Sekulic, Shaheer K. Faruqi, Craig J. Goergen, Melissa Tamimi, Koji Takeda, Giovanni Ferrari

**Keywords:** bench-top reanimation circuit, cardiac preservation, donation after circulatory death (DCD), extended donor criteria, heart transplant, hypothermic oxygenated perfusion (HOPE), normothermic regional perfusion (NRP)

## Abstract

**Introduction:**

Donation after circulatory death (DCD) criteria serves as a potential strategy to expand the organ pool for heart transplantation. However, DCD procurement introduces prolonged warm ischemic times that accelerate endothelial and cardiomyocyte injury. Hypothermic oxygenated perfusion (HOPE) has emerged as a novel metabolic preservation strategy, yet its biological mechanisms remain undefined. We investigated how extended HOPE preservation modulates cardiomyocyte viability and metabolic stability after DCD in a porcine model.

**Methods and results:**

Following induced circulatory arrest and reperfusion with *in situ* normothermic regional perfusion (NRP), porcine hearts were preserved either by static cold storage (SCS) for 2 h or by HOPE for 24 h. A third experimental group included hearts that were directly procured without NRP and preserved by HOPE for 2 h. All hearts were subsequently reperfused and reanimated using an extracorporeal circuit under normothermic conditions. Flow cytometry revealed measurable populations of troponin-positive viable cardiomyocytes even after 24-hour HOPE, in contrast to complete loss after 24-hour SCS. RNA sequencing and metabolomics demonstrated minimal transcriptional or metabolic shift between 2-hour SCS and 24-hour HOPE hearts, with preservation of oxidative and glycolytic balance and limited inflammatory activation. Furthermore, omission of NRP during procurement resulted in marked loss of contractility and cardiomyocyte integrity, underscoring its potential role in pre-preservation harvest in a porcine model.

**Conclusions:**

In a swine model extended hypothermic oxygenated perfusion preservation sustains myocardial and metabolic integrity after circulatory death by minimizing transcriptional and metabolic injury signatures.

## Introduction

Heart transplantation remains the definitive therapy for end-stage heart failure, yet the availability of suitable donor organs continues to limit its clinical impact (1–3). Expanding donor criteria is one potential solution to address this shortage. While donation after brain death (DBD) remains the standard source of donor hearts, donation after circulatory death (DCD) has emerged as a promising but underutilized option (4–6). Two procurement strategies currently exist for harvesting DCD hearts in clinical practice. Both begin identically, with the withdrawal of life support, followed by circulatory arrest, confirmed by a standardized man arterial pressure (MAP) and asystole. Next, a center dependent, mandated provider stand off period, in minutes, is observed (7–9). In the first method, Direct Procurement (DP), emergent opening of the chest is followed by immediate delivery of cardioplegia before heart excision and preservation. Commonly, a normothermic machine perfusion (NMP) device, such as the Organ Care System (OCS) TransMedics Device is utilized in this approach (4). The second technique, adds thoracoabdominal normothermic regional perfusion (TA-NRP), referred to as NRP. This developing technique requires establishment of central cannulation, initiation of cardiopulmonary bypass, and cardiac reanimation *in situ*. Administration of this therapy affords providers a both functional evaluation of the allograft and reoxygenation of thoracic and abdominal organs prior to organ harvest (10). Recently, a group from Duke University transplanted a pediatric heart from a DCD donor using direct procurement with the inclusion of a bench-top NMP circuit (11). The NMP circuit allows for reperfusion and cardiac rhythm reanimation effectively replacing NRP in the heart harvesting process. However, the reanimated donor heart within the bench-top circuit is not physiologically loaded as in the case of traditional NRP, leaving behind uncertainty to this technique (12–15).

In addition to procurement strategies, preservation techniques also remain a critical barrier to organ sharing. Static cold storage (SCS) is used for cardiac allografts, but its upper limit is 4–6 h, and further prolonged ischemia directly correlates with primary graft dysfunction (PGD) (1, 16–18). Hypothermic oxygenated perfusion (HOPE) represents an alternative strategy for reducing ischemic injury and rejection (19).

XVIVO Heart Assist Transport, is a novel HOPE device being developed for this use. XVIVO's HOPE device has recently demonstrated encouraging results in clinical DBD trials across Europe, Australia/New Zealand and North America (19). In a recent study from our group, we reported that HOPE, under DBD conditions, enables 24 h *ex vivo* heart preservation with cardiomyocyte integrity, normal gross and microscopic architecture, and rapid functional recovery on bench-top reperfusion (20).

Given the growing interest in optimizing procurement strategies, improving preservation methods, and the limited mechanistic understanding of cardiac donation after circulatory death, this study aimed to evaluate both the contribution of extended HOPE preservation and NRP in DCD procurement. We compared preservation strategies following DCD procurement and *in situ* reanimation, evaluating hearts subjected to 60 min of NRP followed by either 2 h of SCS or 24 h of HOPE. Additionally, we assessed the impact of NRP by comparing DCD hearts preserved in SCS for 2 h following NRP, with DCD hearts preserved with 2 h of HOPE, which were procured via DP without NRP. This strategy allows for isolating and studying the effects of NRP as well as preservation technique in a porcine model.

## Methods

Key experimental procedures are described in the main Methods section, while additional protocol details are provided in Supplementary Materials and Methods section.

### Study design

This study evaluated extended hypothermic oxygenated perfusion (HOPE) as a preservation strategy for donation after circulatory death (DCD) hearts and examined the contribution of normothermic regional perfusion (NRP). A total of nine Yorkshire pigs were randomly assigned to one of the three experimental groups.

Group 1 (DCD + NRP + HOPE, *n* = 3): Animals underwent simulated DCD procurement with 15 min of warm ischemia (Supplementary Video S1), followed by 60 min of NRP (Supplementary Video S2), and subsequent preservation with HOPE for 24 h.

Group 2 (DCD + NRP + SCS, *n* = 3): Animals underwent simulated DCD procurement with 15 min of warm ischemia (Supplemental Video S1), followed by 60 min of NRP (Supplemental Video S2), and subsequent preservation with static cold storage (SCS) for 2 h.

Group 3 (DCD + direct procurement + HOPE, *n* = 3): Animals underwent simulated DCD procurement with 15 min of warm ischemia, followed by direct procurement (DP) without NRP, and preservation with HOPE for 2 h.

For the purpose of this study, two primary comparisons were performed:

− Preservation strategy comparison (Group 1 vs. Group 2): to evaluate the effect of SCS vs. prolonged HOPE following DCD + NRP.
− NRP contribution comparison (Group 2 vs. Group 3): to isolate the impact of NRP after short-term preservation.

All grafts were subsequently reanimated on a normothermic machine perfusion (NMP) circuit to simulate reperfusion injury. Study outcomes included cardiomyocyte viability, histological evaluation, transcriptomic profiling by RNA sequencing and metabolomic analysis, and a semi-quantitative functional assessment of ventricular wall velocity motion.

### Animal characteristics

Female American Yorkshire pigs (*n* = 9, 40–50 kg, 4–6 months old) were included in this study and randomly assigned to one experimental group. This study was approved by Columbia University (IACUC #AC-AABX9650) and performed under the NIH Guide for the Care and Use of Laboratory Animals.

### Simulating DCD procurement model

Swine donors underwent anesthesia with Telazol (21), propofol, and buprenorphine, were intubated, and maintained with isoflurane, midazolam, and propofol. After sternotomy, the great vessels were exposed, and systemic heparinization was achieved. For all groups, withdrawal of life sustaining therapy (WLST) was simulated by administration of a neuromuscular blocking agent, Vecuronium and cessation of ventilation. Functional warm ischemia (fWIT) was recorded as beginning at Mean Arterial Pressure (MAP) < 50 mmHg and ending with either cold cardioplegia flush or reperfusion by NRP. Time of circulatory death was declared when there was absence of visible arterial pulses on the arterial pressure tracing. Following circulatory death, a 15 min no-touch period was observed in all groups, and this was referred to as asystolic warm ischemia time (aWIT).

For groups requiring NRP (Groups 1 and 2, *n* = 6), venous, arterial, and cardioplegia cannulas were placed before commencing WLST. The aorta and right atrium were cannulated and connected to a circuit consisting of a venous reservoir with oxygenator (Affinity Fusion Oxygenation System, Medtronic, Minneapolis, MN), 3 T Heater-Cooler system (Liva Nova, London, UK), and centrifugal pump CP37 (Spectrum Medical, Gloucester, UK). Following the 15 min no-touch period, perfusion was re-established through NRP and maintained for 1 h before cardioplegic arrest and cardiectomy. During reperfusion, hearts were defibrillated as needed using internal paddles with 10-30J.

For Group 3, hearts (*n* = 3) were flushed with cold cardioplegia in their arrested state immediately following the 15 min no-touch period.

Although this order of proceedings would not occur in clinical DCD scenarios, for Groups 1 and 2, NRP cannulation was performed prior to WLST and a 15-minute standoff period was held in order to better standardize the DCD procurement model. In current human DCD procurements, the duration of function warm ischemic can vary considerably due to reasons such as variability in the time required for patients to progress to circulatory death, variability in timing of emergent sternotomy and subsequent NRP cannulation, etc. We therefore believed it was important to develop a DCD procurement model that standardized the timing of emergent sternotomy and cannulation, thereby mitigating variability in warm ischemic time as a potential confounder in our study and improving the reproducibility of our experiments. Similar DCD models in swine have been reported (21, 22).

### Preservation

Group 2 hearts (*n* = 3) were stored statically submerged in 1L of XVIVO Heart Solution at 4 °C for 2 h. Group 1 and 3 hearts were preserved by HOPE in the XVIVO Heart Assist Transport device for 24 h (*n* = 3) or 2 h (*n* = 3), respectively, at 8 °C, with an oxygenated (95% O₂/5% CO₂) perfusate. A 2 h storage time was chosen to represent a safe preservation window for both SCS and XVIVO. Utilizing this shorter time point enables direct comparison to a clinically accepted procurement approach, allowing assessment of non-inferiority of HOPE conditions relative to SCS. With the XVIVO Heart Assist Transport device, hearts were connected to the device via an aortic cannula and perfused with a root pressure of 20mmHg. The right and left atria remained widely open for drainage, and an LV vent was placed across the mitral valve. The perfusate was composed of 300–400 mL of donor packed RBCs mixed with XVIVO Heart Solution (2,500 mL) supplemented with XVIVO Heart Solution supplement, insulin, antibiotics, heparin, and potassium. Flow in the XVIVO device fluctuated from 140 to 40 mL/min to maintain the root pressure of 20mmHg. As perfusion progressed, the flow often decreased linearly with time. Heart weight was recorded after cardiectomy, at the end of preservation, and after 2 h of NMP.

### Bench-top normothermic machine perfusion (NMP)

After preservation, all hearts (*n* = 9) were reanimated on a custom NMP circuit for 2 h to model ischemia-reperfusion injury and assess rhythm and contractility under unloaded conditions. The circuit included a venous reservoir with Capiox FX05 oxygenator (Terumo Cardiovascular, Ann Arbor, MI), 3 T Heater-Cooler system (LivaNova, London, UK), and Quantum 6-in. roller pump (Spectrum Medical, Gloucester, UK). The NMP circuit was primed with porcine donor whole blood collected before arrest and heparin (2,000 units). Calcium gluconate and sodium bicarbonate were supplemented throughout based on blood gas results. Glucose was maintained above 70 mg/dL with dextrose supplementation as needed. Electrolyte disturbances were managed using zero-balance ultrafiltration (ZBUF) (DHF 06 Hemoconcentrator, Sorin, Livanova, London, UK). To initiate NMP, the aorta was cannulated and connected to the circuit. An LV vent was maintained, and the atria remained widely open. The circuit was slowly initiated, allowing the aorta to fill. Once fully de-aired, the aorta was cross-clamped to allow for coronary reperfusion. To recollect the drainage from the heart back to the pump, the heart was submerged in a collection reservoir in contact with the venous return line. The line pressure in the circuit was maintained at 200–300mmHg with circuit flow between 250 and 350 mL/min. Hearts were reperfused for 2 h and paced at 100bpm with epicardial pacing wires placed on the LV and RV. Internal paddles were used to defibrillate as necessary, utilizing 10J – 30J in the event of shockable arrythmia.

### Myocardial motion video quantification

A custom Python pipeline (Python 3.10; OpenCV, NumPy, SciPy) was used to quantify myocardial motion during NMP reanimation. Videos were calibrated using a pixel-to-centimeter scale, and a region of interest (ROI) was defined over the anterior ventricles. To correct for camera movement, frames were stabilized with dense optical flow before recomputing motion vectors. Velocity traces were derived from the mean vector magnitude within the ROI, converted to mm/s using calibration and frame rate, and smoothed with a Savitzky–Golay filter. Systolic and diastolic phases were tracked, and complete cardiac cycles were analyzed for motion quantification.

### Histological analysis

Endomyocardial biopsies from the right ventricular (RV) septum and left ventricular (LV) free wall were collected from all the hearts at the end of the normothermic reperfusion circuit. Samples were fixed in 10% formalin, paraffin-embedded, sectioned (5 µm), and stained with Hematoxylin and Eosin (H&E), Masson's trichrome, and Terminal deoxynucleotidyl transferase dUTP Nick End Labeling (TUNEL). For all experimental animals, two nonconsecutive sections from each biopsy were examined in blind by a clinical pathologist, who evaluated the presence of coagulative myocyte necrosis, inflammation, edema, hemorrhage, fibrosis, thrombosis, and apoptosis in three independent fields.

### Flow cytometry

RV septum biopsies (∼100 mg) were enzymatically digested filtered, and RBC-lysed. Cells were fixed, permeabilized, and stained with Alexa Fluor 647 anti-cardiac troponin T and DAPI. Cardiomyocytes were identified as troponin⁺/DAPI^+^ and gated by FSC/SSC to exclude debris and apoptotic bodies. Cardiomyocyte size and troponin expression were used as indicators of preserved cellular integrity and viability.

### RNA extraction and bulk RNA sequencing analysis

RNA was extracted from flash frozen apex biopsies obtained at the end of NMP reperfusion (RNeasy Mini Kit, Qiagen), quantified (Qubit 3.0 Fluorometer, Life Technologies) and quality-checked (Agilent TapeStation 4200, Agilent Technologies). Libraries were loaded on the Illumina NovaSeq instrument and sequenced (2 × 150 bp Paired End configuration). Reads were trimmed, aligned to the Sus Scrofa genome (STAR aligner), and counted (feature Counts from Subread package). Differential expression was performed with DESeq2 (padj < 0.05, |log₂FC| > 1). Results were visualized with volcano plots and heatmaps (DataMap), and KEGG pathway enrichment was assessed (ShinyGO).

### Untargeted metabolomic profiling

Global untargeted metabolomics was performed on flash-frozen left ventricular biopsies obtained at the end of NMP reperfusion, using UHPLC–high resolution accurate mass spectrometry. Metabolites were extracted by two-step homogenization in 1:3 methanol/water and 1:1 methanol/acetonitrile and analyzed using both hydrophilic interaction chromatography (HILIC) and reverse-phase separation in positive and negative ion modes, respectively. Feature annotation was achieved by an in-house reference library as well as HMDB, KEGG, LipidMAPS as databases. Differential metabolites were determined by Student's t-test and the Benjamini-Hochberg False Discovery Rate correction was applied to generate adjusted *p*-values. Metabolites were considered significantly altered if BH-adjusted *p*-value (FDR) < 0.05 and |log₂FC| > 0.693.

### Statistics

Cardiomyocyte integrity differences between groups were assessed using unpaired two-tailed Mann–Whitney U test, commonly used in cases of small sample size and when it is not possible to assess data normality. Data are expressed as mean ± SEM, and the results with *p* < 0.05 were considered significantly different. Gene expression levels were analyzed with the Wald test and the Benjamini–Hochberg correction was applied to generate adjusted *p*-values. Genes with an adjusted *p*-value < 0.05 and absolute log_2_ fold change value > 1 were called as differentially expressed genes. Significantly altered metabolites were evaluated using the Student's t-test, with *p*-values adjusted using the Benjamini and Hochberg FDR method, and the chosen thresholds for significance were adjusted *p*-value < 0.05 and absolute log_2_ fold change value > 0.693. Statistical analyses and data plotting were performed using GraphPad Prism (v10.2.0).

## Results

### Functional recovery of DCD + NRP hearts after SCS and HOPE preservation

After hypothermic preservation, functional recovery of the hearts from Group 1 and 2 was assessed using a custom bench-top NMP system (Figure 1A). DCD + NRP hearts preserved by 2 h SCS (Group 2) consistently regained sinus rhythm and demonstrated robust contractile motion (Supplementary Video S3). Conversely, DCD + NRP hearts of Group 1, preserved by 24 h HOPE (three times the current clinical maximum duration) showed a reduction in contractile amplitude (Supplementary Video S4). Despite this reduction, all the DCD + NRP HOPE-preserved grafts successfully restarted, regained sinus rhythm, and maintained contractility exceeding pacer function throughout reperfusion (Figure 1B). Quantitative motion analysis confirmed significant differences in contractile velocity between Group 1 and 2. Average myocardial motion magnitude in the HOPE 24 h group was reduced compared with the SCS 2 h group indicating partial preservation of function (Supplementary Figure S1A, B).

**Figure 1:**
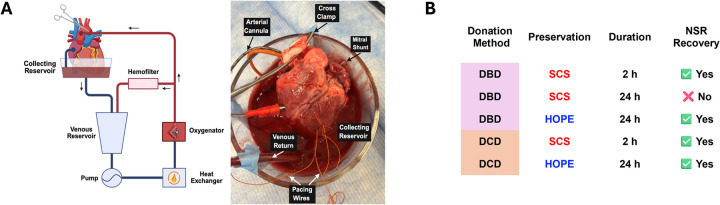
Functional recovery of DCD hearts following preservation and bench-top normothermic reperfusion. **(A)** Schematic and photograph of the normothermic machine perfusion (NMP) circuit. **(B)** Experimental groups and outcomes: DBD and DCD hearts preserved by SCS or HOPE for 2 h or 24 h. This table refers to data included in our previous work (20).

### Gross examination and histopathological analysis

Across groups, hearts gained weight during preservation and reperfusion, with HOPE-preserved grafts showing increases post-preservation, while all groups reached ∼15%–20% of baseline after NMP (Supplementary Figure S2). Following completion of the NMP circuit, ventricles were cut open; there was no evidence of necrosis in Group 2 hearts (NRP+2 h SCS). In contrast, trace of myocardial necrosis were visually evident in Group 1 (NRP+24 h HOPE) (Figure 2A). Histological evaluation was performed on endomyocardial biopsies collected from the RV and LV. Across all groups, H&E and Masson's trichrome staining showed preserved overall myocardial architecture without evidence of interstitial fibrosis or thrombosis. Consistent with our previous findings (20), edema was observed across all samples and was more pronounced in Group 1 hearts (Figures 2B,C; Supplementary Figure S3A). Coagulative myocyte necrosis (CMN) was very rare, identified in only one heart preserved in HOPE for 24 h. Inflammation was minimal, limited to focal neutrophil infiltrations in one 2 h SCS-preserved specimen. No cases demonstrated interstitial hemorrhage or vascular thrombosis. TUNEL staining revealed scattered apoptotic cardiomyocytes and interstitial cells in both Group 1 and Group 2 hearts, consistent with sub-lethal injury following ischemia-reperfusion (Figure 2D). However, no diffuse TUNEL positivity or confluent necrosis was observed, underscoring the absence of widespread irreversible cell death under either condition.

**Figure 2:**
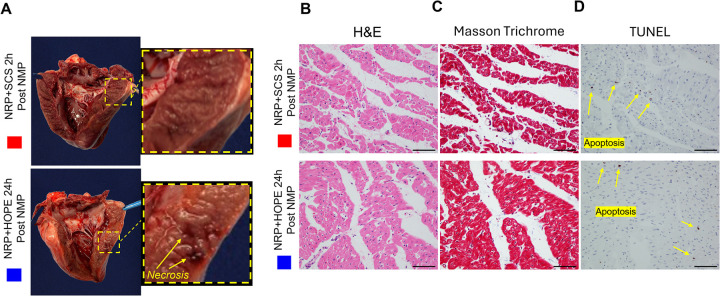
Gross morphology and histology analysis of swine hearts after NMP. **(A)** Hearts after reanimation by NMP following 2 h SCS (red) or 24 h HOPE (blue). Whole heart views with opened left ventricle show focal necrosis in 24 h HOPE, absent in 2 h SCS. **(B,C)** H&E and Masson Trichrome of the right ventricular septum show preserved architecture across groups. **(D)** TUNEL staining of the right ventricular septum shows comparable apoptotic cell positivity between groups. Scale bar: 100 µm.

### Flow cytometric assessment of cardiomyocytes in DCD + NRP hearts

Flow cytometric analysis was performed to quantify cardiomyocyte integrity following SCS and HOPE preservation. DAPI and anti-cardiac troponin T double-positive events (P1 gate) were further filtered by gating for SSC-A and FSC-A to exclude debris. In Group 2, isolated cardiomyocytes obtained after 2 h of SCS maintained cellular integrity and consequent viability (P2 gate). In contrast, in Group 1, extended preservation with HOPE reduced overall cellular integrity compared with 2 h SCS. However, a measurable population of cardiomyocytes was retained, indicating preserved cellular integrity despite prolonged storage and supporting the observed functional recovery (Figures 3A,B). Taken together, these findings align with functional and histological analyses, and prove that in a DCD model of procurement, HOPE preservation maintainsmeasurable cardiomyocyte structural integrity despite evidence of structural stress.

**Figure 3:**
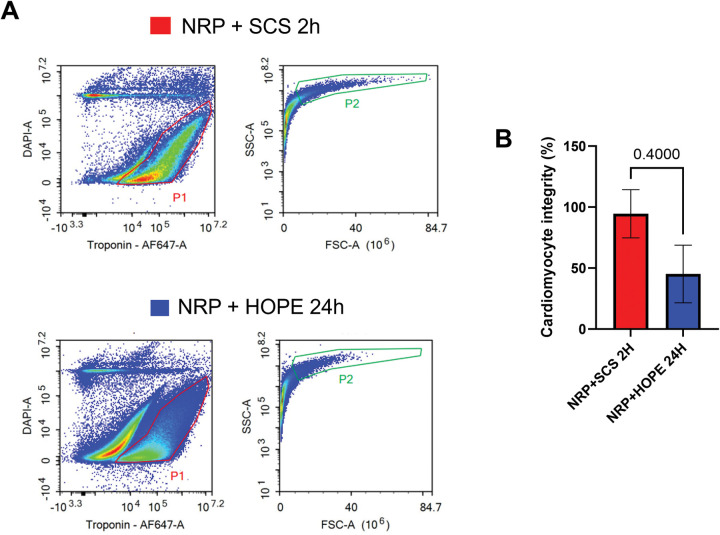
Cardiomyocyte integrity after extended HOPE preservation. **(A)** Flow cytometry of isolated cardiomyocytes after NRP + SCS 2 h (top) or NRP + HOPE 24 h (bottom). **(B)** Quantification of troponin⁺/DAPI⁺ cardiomyocytes (P2 gate) showed lower viability in NRP + HOPE 24 h vs. NRP + SCS 2 h. Data are presented as mean ± SEM and statistical significance was assessed using two-tailed Mann–Whitney U test (*n* = 3 animals per group).

### Transcriptomic and metabolomics analysis on DCD + NRP hearts

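RNA sequencing compared 3 hearts of Group 1 (NRP + HOPE 24 h, pigs 27, 28 and 30) with 3 hearts of Group 2 (NRP + SCS 2 h, pigs 24, 25 and 29). Both groups underwent 15 min of warm ischemia and 60 min of normothermic regional perfusion (NRP), in which warm blood is circulated through the organs inside the donor before procurement. Group 1 hearts were then kept for 24 h at 8 °C in hypothermic oxygenated perfusion (HOPE) and Group 2 hearts for 2 h at 4 °C in static cold storage (SCS), so that the method, the duration and the temperature of storage changed together. RNA came from apex biopsies flash frozen at the end of 2 h of normothermic machine perfusion (NMP), and the values therefore describe tissue after warm reperfusion. The authors deposited TPM values, with 1 column per heart. TPM are reads counted on each gene, scaled for gene length and to a total of 1000000 over the 25149 genes listed. The read counts behind these values were not used here, and the sequencing depth of each heart is unknown. Genes with at least 1 TPM in at least 3 of the 9 hearts of the 3 groups were tested, which left 11782 genes. Log2(TPM + 1) was fitted by limma with 1 mean per group over all 9 hearts, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are given for NRP + HOPE 24 h over NRP + SCS 2 h, group values as mean TPM ± SD (n = 3 hearts), and a gene was counted at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods.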

To investigate the cellular and molecular consequences of extended hypothermic oxygenated preservation, transcriptomic and metabolomic profiling was performed on DCD hearts from Groups 1 and 2. RNA sequencing revealed minimal transcriptional differences between groups. 

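Of the 11782 genes tested, 372 (3.16%) had an absolute log2 fold change over 1 between NRP + HOPE 24 h and NRP + SCS 2 h, and the median log2 fold change of all genes was -0.12. Median-of-ratios scaling, which sets a common factor per heart from the genes above 0 in every heart, moved this median by 0.12, and fold changes are to be read against that shift. An unadjusted p from limma under 0.05 was reached by 585 genes, where 589 would be reached by chance. This count depended on the setting and was 1006 with median-of-ratios scaling, 1002 with quantile normalization, 1000 with the mitochondrially encoded genes left out, 1257 without pig 30 and 1812 with array weights, which give less weight to hearts with a larger spread, but 573 with a pseudocount of 0.1, 565 with robust eBayes, 412 without pig 24, 467 without pig 29 and 378 without pig 28. A number near chance therefore holds for the model used here and not for every alternative. In 1157 genes (9.82%) every heart of 1 group lay above every heart of the other, against the 10% that chance gives for 3 hearts against 3. The mean Euclidean distance on the log2 scale was 79.6 between hearts of different groups and 77.3 between hearts of the same group. A difference as large as the 2.31 found was given by 3 of the 10 divisions of the same 6 hearts, the real one included (exact permutation test, one-sided, p = 0.3; the smallest p that 3 hearts against 3 allow is 0.1). Of these 6 hearts, 5 had a heart of their own group as the nearest. Group 1 hearts lay farther from each other (mean distance 86.0) than Group 2 hearts (68.7).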

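Between NRP + HOPE 24 h and NRP + SCS 2 h, 3 genes were higher and 0 were lower at an adjusted p under 0.05 with an absolute log2 fold change over 1. At an unadjusted p under 0.05 with the same fold change, 126 genes were higher and 137 were lower. The higher genes made up 47.9% of these, against 66.3% with median-of-ratios scaling and 63.9% with quantile normalization. The alternative that moved the adjusted counts most was limma's array weights, with 24 genes higher and 36 lower. The 3 genes carry no gene symbol and were singled out after their values were seen. ENSSSCG00000025572 had 4.93 ± 0.899 TPM (SD, n = 3 hearts) in Group 1 and was listed at 0 in all 3 hearts of Group 2 (log2 fold change 2.56, standard error 0.31, adjusted p = 0.0123). ENSSSCG00000017698 had 121 ± 63.8 TPM in Group 1 and 8.28 ± 7.41 TPM in Group 2 (log2 fold change 3.92, standard error 0.50, adjusted p = 0.0126). A member of the short RNA family RF00341, ENSSSCG00000018631, had 7.43 ± 2.82 TPM in Group 1 and was listed at 0 in Group 2 (log2 fold change 3.02, standard error 0.43, adjusted p = 0.0293). Where Group 2 was at 0, the size of the fold change depended on the pseudocount. With a pseudocount of 0.1 it was 5.64 for ENSSSCG00000025572 and 6.17 for ENSSSCG00000018631, but neither then passed the adjusted threshold (adjusted p from limma = 0.173 for each). Under the alternatives ENSSSCG00000025572 had an adjusted p under 0.05 in 12 of 16, ENSSSCG00000017698 in 10 of 17 and ENSSSCG00000018631 in 4 of 15. Among genes with a symbol, the smallest p-values for higher expression belonged to TIPARP, CD83, CYP1A1, IER3 and TNFAIP3, with log2 fold changes from 1.52 (IER3) to 3.71 (CYP1A1) and adjusted p-values from 0.0586 (TIPARP) to 0.199 (TNFAIP3). TIPARP (ENSSSCG00000027646, on chromosome 13 of Sscrofa11.1 from 96496386 to 96524879) had 55.2 ± 25.7 TPM in Group 1 and 7.79 ± 1.82 TPM in Group 2 (log2 fold change 2.57, standard error 0.41). For lower expression they belonged to ssc-mir-24-1, BVES, ATP1B4, PRKAG2 and RUSC2, with log2 fold changes from -1.65 (PRKAG2) to -2.31 (ATP1B4) and adjusted p-values from 0.0586 (ssc-mir-24-1) to 0.127 (RUSC2). The libraries were made from mRNA enriched with oligo(dT) beads and not for short RNA. The values of ssc-mir-24-1 and of the RF00341 member may therefore not measure these short RNAs. BVES (ENSSSCG00000004366, on chromosome 1 from 71316354 to 71360255) had 6.02 ± 0.167 TPM in Group 1 and 26.0 ± 7.31 TPM in Group 2 (log2 fold change -1.91, standard error 0.32, adjusted p = 0.065). In each of these 10 genes with a symbol the 3 hearts of 1 group lay above the 3 of the other (exact permutation test, two-sided, p = 0.1, the smallest that the design allows), and none passed the adjusted threshold in the model used here. Under the alternatives TIPARP passed it in 8 of 17 (adjusted p from 0.00679 to 0.247), CD83 and BVES in 4 of 17 each and ssc-mir-24-1 in 4 of 16.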

Differential gene expression analysis identified only a limited number of genes (87 upregulated and 52 downregulated in NRP + HOPE 24 h) meeting statistical significance (*p* < 0.05, |log_2_FC| > 1), with limited enrichment of gene ontology terms across biological processes, molecular functions, or cellular components. Pathway-level interrogation confirmed the absence of coordinated transcriptional shifts, indicating that extended HOPE preservation maintained a transcriptomic state broadly comparable to short-term SCS (Figures 4A,B; Supplementary Figure S5A–C). 

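Coordinated shifts were tested with 21 sets of genes written from general knowledge of inflammation, metabolism, stress responses and cell types. They are not the KEGG or gene ontology terms of the paper. Of these sets, 19 had at least 5 members among the genes tested and were compared between NRP + HOPE 24 h and NRP + SCS 2 h by limma's camera with an inter-gene correlation of 0.01. An adjusted p under 0.05 was reached by 5 sets. The NF-kB and cytokine signaling set was higher in NRP + HOPE 24 h (mean log2 fold change 0.74, 21 of 24 members higher, adjusted p = 3.56e-13). Smaller mean log2 fold changes were found for redox defence (0.21, 12 of 15 members higher, adjusted p = 0.00957), immediate early genes (0.19, 12 of 18 members higher, adjusted p = 0.00957) and fatty acid oxidation (0.17, 14 of 17 members higher, adjusted p = 0.0247). Without pig 30 the means for redox defence and fatty acid oxidation were negative (-0.051 and -0.20). Immediate early genes passed the threshold in 3 of 6 fits with one heart left out. Their mean was as low as 0.064 in these fits, and their adjusted p as high as 0.262 (without pig 29). Endothelial markers were lower (-0.39, 13 of 14 members lower, adjusted p = 0.0326), among them TEK (log2 fold change -0.68) and CLEC14A (-0.66), and passed the threshold in 3 of the 6 fits that each left out one heart. The result that moved most with the method was the number of sets itself, which was 0 when camera estimated the correlation between members from the data and 0 with limma's fry, a rotation test of the set alone, with adjusted p-values for NF-kB and cytokine signaling of 0.369 and 0.756. With the set score of each heart as a single value, NF-kB and cytokine signaling averaged 0.53 ± 0.37 in NRP + HOPE 24 h and -0.22 ± 0.15 in NRP + SCS 2 h (SD, n = 3 hearts; exact permutation test, two-sided, p = 0.1, the smallest possible). For fatty acid oxidation the 3 hearts of NRP + HOPE 24 h ranged from -0.46 to 0.77, and the p from the same exact permutation test was 0.9. From the absence of coordinated shifts at the level of pathways, the paper concludes that extended HOPE kept the transcriptome broadly comparable to that of short SCS.

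**Figure D1:**
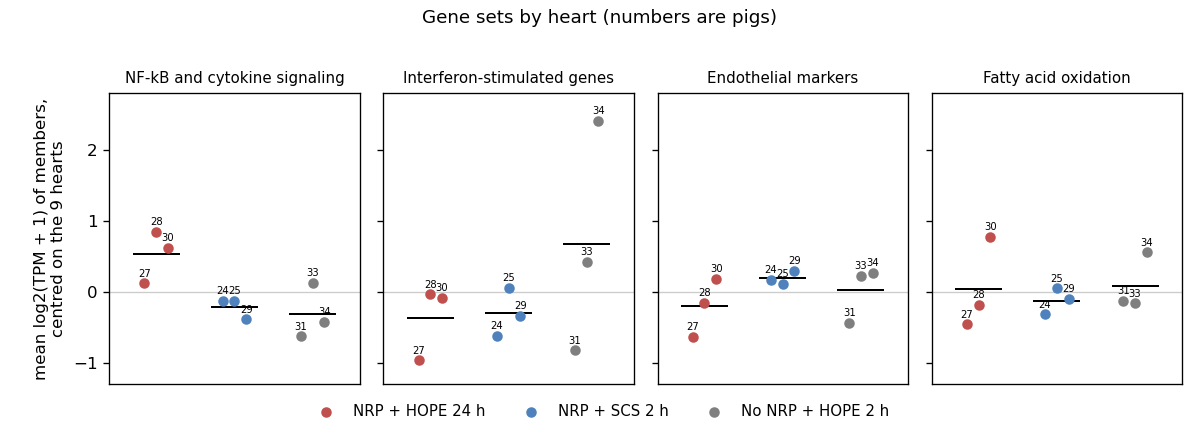
Mean log2(TPM + 1) of the members of 4 gene sets in each of the 9 hearts, centred on the mean of the 9 hearts, with points for hearts, pig numbers beside them and bars for group means. The 3 hearts of NRP + HOPE 24 h lie above the 3 of NRP + SCS 2 h for NF-kB and cytokine signaling and are spread on both sides of them for fatty acid oxidation, where pig 30 is the highest.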

KEGG pathway enrichment analyses of upregulated DEGs in Group 1 hearts show that mostly inflammation-related signaling reached statistical significance (FDR < 0.01) while KEGG pathways for downregulated DEGs did not reach statistical significance (Figure 4C). 

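The members of the NF-kB and cytokine signaling set with the largest absolute log2 fold changes were the chemokines CXCL2 and CXCL8, the prostaglandin synthase gene PTGS2, the NF-kB inhibitor gene TNFAIP3 and the cytokine IL1A. CXCL2 (ENSSSCG00000008959, chromosome 8 of Sscrofa11.1, 70157253 to 70159145) had 825 ± 633 TPM (SD, n = 3 hearts) in NRP + HOPE 24 h and 124 ± 68.4 TPM in NRP + SCS 2 h (log2 fold change 2.50, standard error 0.63, adjusted p = 0.358). CXCL8 (ENSSSCG00000008953, chromosome 8, 69932646 to 69935861) had 35.9 ± 33.7 TPM and 4.22 ± 2.13 TPM (log2 fold change 2.48, standard error 0.61, adjusted p = 0.344). The log2 fold changes of PTGS2, TNFAIP3 and IL1A were 2.04, 1.79 and 1.58. In all 5 genes the hearts of the groups did not overlap in TPM (exact permutation test, two-sided, p = 0.1 for each, the smallest possible), which 10% of genes do by chance. For CXCL2 the gap was narrow, with 202 TPM in pig 30 of NRP + HOPE 24 h against 185 TPM in pig 24 of NRP + SCS 2 h. The median-of-ratios factors of these hearts were 1.34 and 1.08, so that scaling reverses their order and the groups then overlap in CXCL2. With each heart left out in turn the log2 fold change of CXCL2 stayed between 1.88 and 3.31 and that of TNFAIP3 between 1.56 and 2.05. Among the 24 members, 8 had an unadjusted p under 0.05 from limma. With adjustment over the members alone, 6 had an adjusted p under 0.05. Over all genes tested none did in the model used here. Array weights brought CXCL2, CXCL8 and TNFAIP3 under 0.05 over all genes (adjusted p = 0.0289, 0.0431 and 0.0247). PTGS2 and IL1A passed under none of the alternatives. The receptor gene TLR4 (log2 fold change 0.72) and the adaptor gene TRAF1 (0.91), both drawn in the paper's Fig. 4B, were higher as well.

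**Figure D2:**
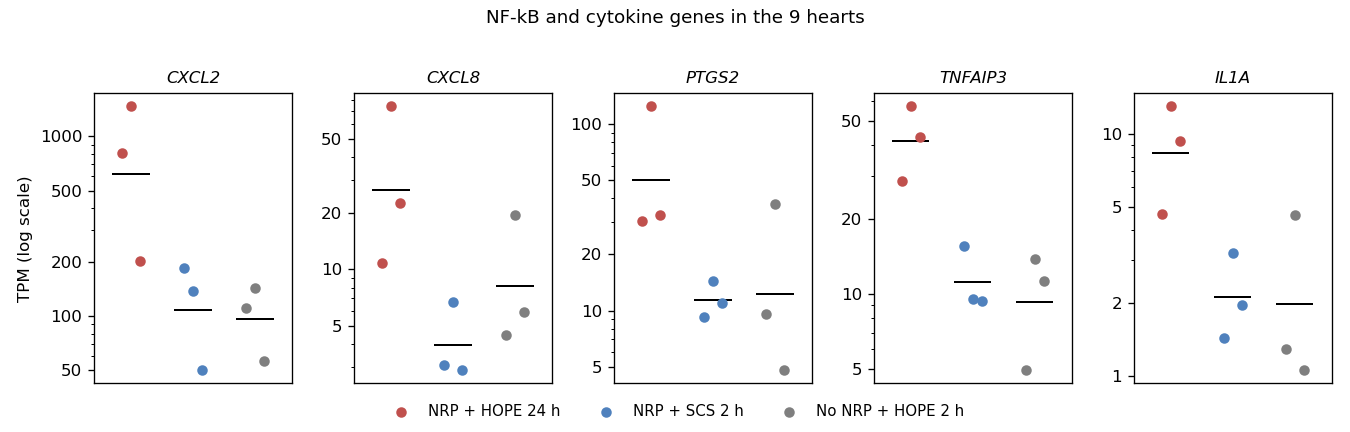
TPM on a log scale of CXCL2, CXCL8, PTGS2, TNFAIP3 and IL1A in the 9 hearts, with a point for each heart and a bar for the group mean taken on the log2(TPM + 1) scale. In each panel the 3 hearts of NRP + HOPE 24 h lie above the 3 of NRP + SCS 2 h in TPM, for CXCL2 narrowly (202 TPM in pig 30 against 185 TPM in pig 24).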

Data are accessible at GEO #[GSE316371]. Metabolomic profiling demonstrated molecular stability across preservation strategies. While 33 metabolites were found to be differentially abundant (*p* < 0.05, |log_2_FC| > 0.693), pathway analysis revealed no consistent alterations in core metabolic networks. Global clustering of annotated metabolites showed substantial overlap between the two groups, underscoring the preservation of metabolic homeostasis during prolonged HOPE storage (Figures 4D,E; Supplementary Table S1). Data are accessible on Metabolomics Workbench #[DOI: http://dx.doi.org/10.21228/M8BC49].

**Figure 4:**
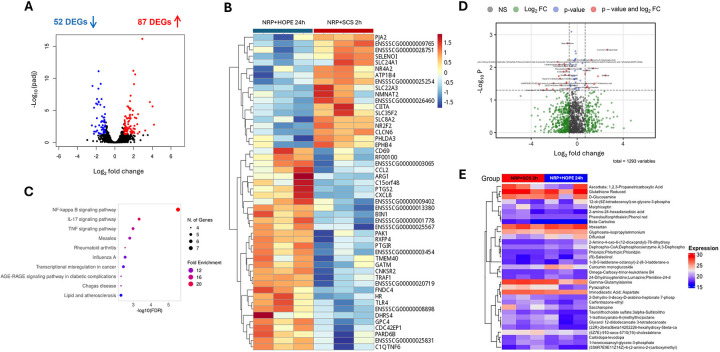
Transcriptomic and metabolomic profiling of DCD hearts. **(A)** Volcano plot of differentially expressed genes (DEGs) between NRP + HOPE 24 h and NRP + SCS 2 h (87 upregulated, 52 downregulated genes in NRP + HOPE 24 h; *p* < 0.05, |log_2_FC| > 1). **(B)** Heatmap of top 50 DEGs shows distinct expression patterns. **(C)** KEGG enrichment of upregulated DEGs highlights inflammation-related pathways (FDR < 0.01). Downregulated DEGs showed no significantly enriched pathways. **(D)** Volcano plot of metabolomic analysis shows significantly altered metabolites (red) (*p* < 0.05, |log₂FC| > 0.693). **(E)** Supervised clustering heatmap of 33 significantly changed metabolites shows no consistent shifts in central metabolic networks (*n* = 3 animals per group).

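Fig. 4B draws 50 genes, of which 49 could be matched to a single gene of the TPM table. All 49 had the drawn direction between NRP + HOPE 24 h and NRP + SCS 2 h in mean log2(TPM + 1), 31 of them higher in NRP + HOPE 24 h and 18 lower. The genes are the paper's own calls on the same hearts, so the count describes the TPM values and is no independent test. Of the 47 drawn genes that passed the filter on low values, 39 had an unadjusted p under 0.05 from limma, 36 had an adjusted p under 0.05 when the adjustment covered these genes alone, and 0 had one over all 11782 genes tested. Their median absolute log2 fold change was 1.07, and 26 exceeded 1.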

### Functional recovery, cardiomyocyte integrity and histopathological analysis in NRP contribution study

To determine whether *in situ* reanimation with NRP influences porcine heart physiology during DCD procurement, we compared hearts from Group 2 (NRP + SCS 2 h), which were well within the clinical standard of preservation (1), with hearts from Group 3, which were directly procured without NRP administration and subsequentially preserved for 2 h in HOPE. All grafts were subsequently reanimated on a NMP circuit. Hearts procured without NRP (Group 3) exhibited the most severely impaired functional recovery, with depressed myocardial motion and reduced ability to sustain contractility above intrinsic pacer function (Supplementary Figure S1C, D; Supplementary Video S6). Assessment of cardiomyocyte integrity confirmed these findings. Hearts from Group 3, preserved with HOPE 2 h in the absence of NRP, displayed the lowest proportion of troponin-positive/DAPI-positive cardiomyocytes compared with both Group 1 and Group 2. (Figures 5A,B). These results suggest that the absence of NRP has a detrimental effect on the viability of myocardial tissue in DCD-procured hearts and that NRP may be a critical step for stabilizing DCD hearts prior to cardioplegia delivery and preservation in a porcine model. The histological evaluation of endomyocardial biopsies stained with H&E and Masson Trichrome revealed preserved general myocardial architecture of the right ventricular septum and left ventricular free wall. Edema was consistently observed in all samples, while no signs of fibrosis, thrombosis, interstitial hemorrhage and coagulative myocyte necrosis were reported. Fragmented DNA was identified by TUNEL staining in scattered cardiomyocytes and interstitial cells, though not consistent with a diffuse apoptotic pattern. (Supplementary Figure S3A, B).

**Figure 5:**
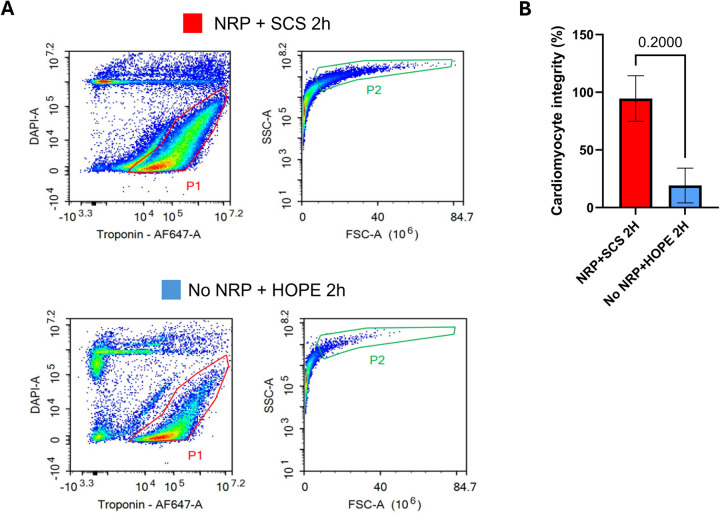
Impact of NRP in DCD hearts procurement: cardiomyocyte integrity. **(A)** Flow cytometry plots of troponin/DAPI staining show greater viability in NRP + SCS 2 h. **(B)** Quantification of troponin⁺/DAPI⁺ cardiomyocytes (P2 gate) confirmed higher viability in NRP + SCS 2 h. Data are presented as mean ± SEM and statistical significance was assessed using two-tailed Mann–Whitney U test (*n* = 3 animals per group).

### Transcriptomic and metabolomics analysis in NRP contribution study

Bulk RNA sequencing revealed minimal differences between hearts in Group 2 and 3. 

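Group 2 (NRP + SCS 2 h, pigs 24, 25 and 29) was compared with Group 3 (No NRP + HOPE 2 h, pigs 31, 33 and 34), with 3 hearts each. Group 3 hearts had the same 15 min of warm ischemia but 0 min of NRP, and were stored for 2 h at 8 °C in HOPE in place of 2 h at 4 °C in SCS, so that NRP and the storage method changed together. Biopsies, sequencing, the unit of the values (TPM), the filter and the limma model were those of the comparison between Groups 1 and 2, and the Group 2 hearts are the same animals. Log2 fold changes are given for No NRP + HOPE 2 h over NRP + SCS 2 h.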

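An absolute log2 fold change over 1 between No NRP + HOPE 2 h and NRP + SCS 2 h was found in 542 genes (4.60%) of those tested, with a median log2 fold change of -0.07 over all genes. An unadjusted p from limma under 0.05 was reached by 851 genes, by 1458 with median-of-ratios scaling and 1864 with array weights, and by 485 without pig 24. The hearts of the groups did not overlap in 1731 genes (14.7%, against 10% by chance).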

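Between No NRP + HOPE 2 h and NRP + SCS 2 h, 2 genes were higher and 4 were lower at an adjusted p under 0.05 with an absolute log2 fold change over 1. At an unadjusted p under 0.05, 408 genes passed, of which 245 were lower and the other 40.0% higher, and the higher share was 50.5% with median-of-ratios scaling. The adjusted counts moved most with array weights, to 32 higher and 62 lower. HAS1, a hyaluronan synthase gene (ENSSSCG00000003239, chromosome 6 of Sscrofa11.1, 58303274 to 58313486), had 99.1 ± 42.2 TPM (SD, n = 3 hearts) in Group 3 and 13.6 ± 3.35 TPM in Group 2 (log2 fold change 2.72, standard error 0.37, adjusted p = 0.021). DNAJB1, a heat shock cochaperone gene (ENSSSCG00000013784, chromosome 2, 64761672 to 64764482), had 207 ± 95.0 TPM in Group 3 and 41.3 ± 2.92 TPM in Group 2 (log2 fold change 2.20, standard error 0.32, adjusted p = 0.0228). PRKAG2, which encodes a regulatory subunit of AMP-activated protein kinase (ENSSSCG00000016432, chromosome 18, 5475077 to 5744761), had 52.2 ± 9.97 TPM in Group 3 and 258 ± 33.8 TPM in Group 2 (log2 fold change -2.30, standard error 0.32, adjusted p = 0.021). The other 3 lower genes have no symbol and were singled out after their values were seen. They were ENSSSCG00000006286 (log2 fold change -3.95, adjusted p = 0.00416), ENSSSCG00000003836 (listed at 0 in all 3 hearts of Group 3, adjusted p = 0.028) and a member of the short RNA family RF00560 (log2 fold change -1.94, adjusted p = 0.0356). The libraries were enriched with oligo(dT) and not made for short RNA, so the values of the RF00560 member may not measure it. STAP1, TCEAL9 and ALDH1A1 followed among the higher genes, with log2 fold changes of 1.93, 1.53 and 1.76 and adjusted p-values from 0.104 to 0.269. PDLIM4, PTX3, SYT6 and BVES followed among the lower genes, with log2 fold changes from -1.71 (BVES) to -2.38 (PTX3) and adjusted p-values from 0.0843 to 0.104. With each heart left out in turn, the log2 fold change stayed between 2.40 and 3.01 for HAS1, between 1.86 and 2.52 for DNAJB1 and between -2.39 and -2.13 for PRKAG2.

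**Figure D3:**
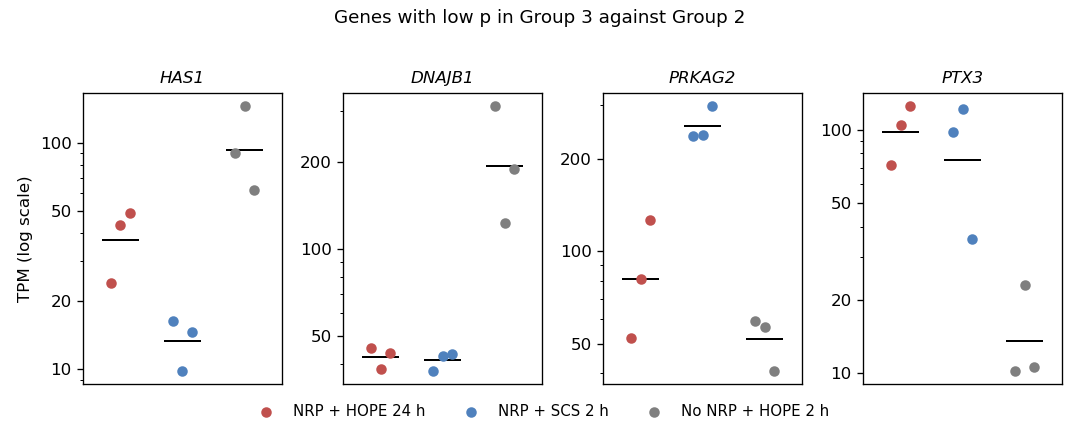
TPM on a log scale of HAS1, DNAJB1, PRKAG2 and PTX3 in the 9 hearts, with a point for each heart and a bar for the group mean taken on the log2(TPM + 1) scale. HAS1 and DNAJB1 are higher, and PRKAG2 and PTX3 lower, in all 3 hearts of No NRP + HOPE 2 h than in all 3 of NRP + SCS 2 h.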

Although a limited number of individual genes met nominal significance (122 upregulated and 123 downregulated genes in Group 3), KEGG pathway analysis failed to identify consistent changes (FDR < 0.01). 

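The mean Euclidean distance on log2(TPM + 1) was 81.8 between hearts of NRP + SCS 2 h and No NRP + HOPE 2 h and 76.8 between hearts of the same group. The difference of 5.04 was larger than in the other 9 divisions of the 6 hearts (exact permutation test, one-sided, p = 0.1, the smallest p that 3 hearts against 3 allow). Hearts without NRP were more spread (mean distance 85.0) than those of NRP + SCS 2 h (68.7), and distances within groups, from 63.4 to 96.5, overlapped those between groups, from 69.5 to 92.2. Among these 6 hearts, 5 had a heart of their own group as the nearest, and the same held for 5 of the 9 hearts when all 3 groups were taken together. The first and second principal components of the 9 hearts held 28.4% and 17.9% of the variance. The first did not order the hearts by group, while the second placed all 3 hearts without NRP (scores from -49.7 to -13.9) below the 6 with NRP (from -0.827 to 27.2). With the mitochondrially encoded genes left out and the rest rescaled, which was done after the data were seen, that axis came first (19.1% of the variance, correlation of its scores with those of the former second component 0.993), again with all 3 hearts without NRP below the 6 others.

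**Figure D4:**
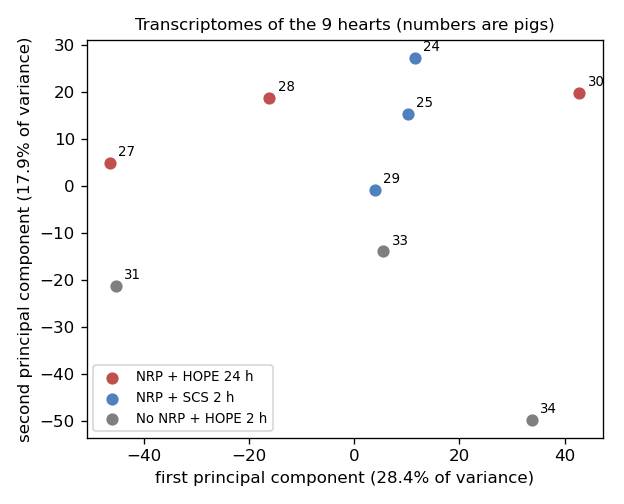
First and second principal components of log2(TPM + 1) over the 11782 genes tested, with a point for each of the 9 hearts, coloured by group and numbered by pig. The first component runs from pigs 27 (NRP + HOPE 24 h) and 31 (No NRP + HOPE 2 h) to pigs 30 (NRP + HOPE 24 h) and 34 (No NRP + HOPE 2 h) and does not order the hearts by group, and along the second component the 3 hearts of No NRP + HOPE 2 h lie below the 6 others.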

Unsupervised clustering confirmed substantial overlap in the global transcriptomic profiles, indicating that surviving cardiomyocytes retained comparable transcriptional signatures regardless of NRP exposure (Figures 6A,B; Supplementary Figure S5D–F). Similarly, metabolomic profiling identified 40 differentially regulated compounds (*p* < 0.05, |log_2_FC| > 0.693), but these differences did not converge into coherent shifts in central energy metabolism, amino acid pathways, or oxidative stress networks (Supplementary Table S2). Both supervised and unsupervised clustering analyses showed significant overlap between groups, suggesting metabolic stability independent of procurement strategy (Figures 6C,D). 

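Of the 19 gene sets tested by camera between No NRP + HOPE 2 h and NRP + SCS 2 h, 1 had an adjusted p under 0.05. Interferon-stimulated genes were higher without NRP in all 22 members tested (mean log2 fold change 0.97, adjusted p = 6.72e-09), and the count of sets was 0 with the correlation estimated from the data and with fry. The score of this set was 0.67 ± 1.64 (SD, n = 3 hearts) without NRP and -0.30 ± 0.34 in NRP + SCS 2 h (exact permutation test, two-sided, p = 0.5), and it rested on pig 34, without which the mean log2 fold change was 0.10. The log2 fold changes of its members IFIT1, MX1 and ISG20 were 1.96, 1.59 and 1.52, and the groups overlapped in each. IFIT1 was at 17.3, 56.5 and 272 TPM in pigs 31, 33 and 34, and between 7.27 and 31.5 TPM in NRP + SCS 2 h. The NF-kB and cytokine signaling set was not shifted (mean log2 fold change -0.09, 12 of 24 members higher, adjusted p = 0.911). Heat shock genes and chaperones had a mean log2 fold change of 0.18 (9 of 17 members higher, adjusted p = 0.255), to which DNAJB1, ZFAND2A (1.15) and HSPH1 (0.82) contributed most. From the overlap of the global profiles in unsupervised clustering, the paper concludes that surviving cardiomyocytes kept comparable transcriptional signatures with and without NRP.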

Taken together, these findings indicate that the benefits of NRP observed at the cellular and functional levels are not explained by broad transcriptional or metabolic reprogramming. Data are accessible at GEO #[GSE316371] and Metabolomics Workbench #[DOI: http://dx.doi.org/10.21228/M8BC49].

**Figure 6:**
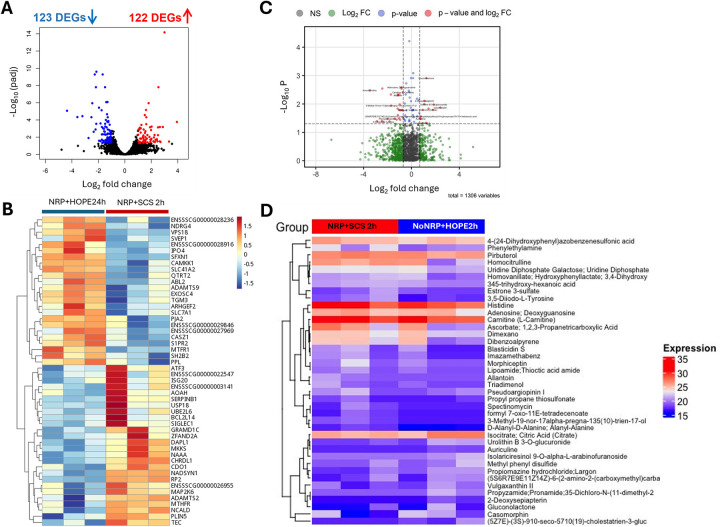
Transcriptomic and metabolomic profiling of DCD hearts preserved with NRP + SCS (2 h) or No NRP + HOPE (2 h). **(A)** Volcano plot shows 245 differentially expressed genes (122 upregulated, 123 downregulated genes in No NRP + HOPE 2 h; *p* < 0.05, |log_2_FC| > 1). **(B)** Heatmap of the top 50 DEGs demonstrates distinct transcriptional patterns. Neither up nor down-regulated genes showed any significantly enriched pathways. **(C)** Volcano plot of metabolomics highlights significantly altered metabolites (red). **(D)** Supervised clustering heatmap of top 40 significantly changed metabolites (*p* < 0.05, |log₂FC| > 0.693) shows group separation without consistent pathway-level enrichment (*n* = 3 animals per group).

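The 50 genes of Fig. 6B could all be matched to a single gene of the TPM table. The figure heads the left columns NRP+HOPE24h and the right columns NRP+SCS 2h, while the legend names NRP + SCS 2 h and No NRP + HOPE 2 h. With the left columns taken as the HOPE hearts of the legend (No NRP + HOPE 2 h), 0 of the 50 genes had the drawn direction in mean log2(TPM + 1), and with the left columns taken as NRP + SCS 2 h all 50 had it. With the columns as headed, 8 of the 50 had the drawn direction between NRP + HOPE 24 h and NRP + SCS 2 h. Of the 48 genes that passed the filter, 41 had an unadjusted p under 0.05 from limma between No NRP + HOPE 2 h and NRP + SCS 2 h, 40 had an adjusted p under 0.05 when the adjustment covered these genes alone, and 0 had one over all 11782 genes tested. The genes are the paper's own calls on the same hearts, so the counts at p follow from that selection and show no stability of the result. Among the drawn genes, CDO1 (log2 fold change 1.07) and ATF3 (0.91) were higher on average without NRP, and NDRG4 (-1.29), ARHGEF2 (-1.11) and PJA2 (-1.15) were lower. The groups overlapped in ATF3, whose log2 fold change was 0.42 without pig 34. Of the 26 genes drawn higher on the right, 18 had their highest value of the 6 hearts in pig 34.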

## Discussion

DCD represents an important yet underutilized source of cardiac grafts that could substantially expand the donor pool. The primary concern relates to the unavoidable exposure of the myocardium to warm ischemia at the time of circulatory arrest, which rapidly initiates profound metabolic derangement, cellular dysfunction, and structural injury. The ischemic damage raises legitimate questions regarding myocardial integrity and functional recoverability. In this context, defining the role of NRP is critical to understanding how early metabolic resuscitation may condition the heart prior to ex situ preservation and ultimately influence graft viability. Moreover, investigating preservation strategies capable of actively mitigating ischemia/reperfusion injury, like extended HOPE, is of great relevance.

In this study, we used a porcine model to elucidate the biological mechanisms through which HOPE preserves myocardial integrity after circulatory death and to define the contribution of NRP in supporting subsequent functional recovery. Overall, our results demonstrate that HOPE markedly extends the duration of myocardial preservation while maintaining cellular and metabolic stability. Additionally, NRP serves as a critical preconditioning step to enable recovery after circulatory arrest and evaluate of grafts before acceptance.

During the 60 min of NRP prior to DCD procurement, normal sinus rhythm and heart contractility was restored, likely through the replenishment of ATP and the washout of ischemia related metabolites. All the hearts preserved with HOPE for up to 24 h (Group 1) resumed sinus rhythm during NMP (Supplementary Figure S1A, B; Supplementary Video S4). This preserved capacity for cardiac reanimation after 24 h of HOPE is particularly relevant when compared to our previous study, in which hearts procured under favorable DBD conditions failed to reanimate after an equally long period (24 h) of SCS preservation (Figure 1B; Supplementary Video S5) (20). Despite preserved overall contractile performance of Group 1 hearts, the gross examination revealed focal areas of visually evident myocardial necrosis (Figure 2A). This outcome highlights a critical difference with our previous DBD work, in which hearts preserved for 24 h using HOPE did not show macroscopic signs of necrosis (20). Importantly, the histological analysis did not show diffuse TUNEL positivity or confluent necrosis, underscoring the absence of widespread irreversible myocardial injury (Figure 2D). Consistent with our previous observations (20), myocardial edema was present across all samples and was more pronounced in hearts from Group 1 (Figures 2B,C; Supplementary Figure S3A). Flow cytometric assessment of troponin^+^/DAPI^+^ cardiomyocytes fraction revealed a reduction in Group 1 compared with the short-term (2 h) SCS preservation (Figures 3A,B) in Group 2. However, the retention of a measurable cardiomyocyte population along with the persistence of synchronized electrical activity after 24 h highlights the capacity of HOPE to maintain essential metabolic and structural programs beyond conventional ischemic limits, even within the challenging DCD model. Conversely, in our previous study, we demonstrated that 24 h of storage in SCS failed to preserve cellular integrity even under more favorable DBD heart procurement conditions; no intact cardiomyocyte population was detected after the same flow cytometric assessment, consistent with irreversible cellular injury (Supplementary Figure S4) (20).

At the molecular level, both transcriptomic and metabolomic profiling revealed striking stability under HOPE conditions. Despite extended preservation, global gene expression and metabolic signatures remained comparable to 2 h SCS, suggesting suppression of injury-related signaling and maintenance of oxidative and glycolytic balance. 

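Oxidative metabolism was followed by the 32 nuclear-encoded oxidative phosphorylation genes tested, whose mean log2 fold change between NRP + HOPE 24 h and NRP + SCS 2 h was -0.02 (14 higher and 18 lower, camera adjusted p = 0.503). The sign of this mean changed with the scaling and was 0.13 after median-of-ratios scaling. It changed with single hearts as well, to 0.18 without pig 28 (camera adjusted p = 0.00543, range 0.00543 to 0.974 over the alternatives) and -0.30 without pig 30. The 13 protein-coding genes of the mitochondrial genome took 49.4 ± 9.71% of all TPM in NRP + HOPE 24 h and 50.2 ± 2.18% in NRP + SCS 2 h (SD, n = 3 hearts; exact permutation test, two-sided, p = 1). Group 1 was the more variable of the groups, with 55.3% in pig 27, 54.7% in pig 28 and 38.2% in pig 30. Glycolysis genes had a mean log2 fold change of -0.12 (9 higher and 8 lower, camera adjusted p = 0.91), which became 0.013 after median-of-ratios scaling, and 4 of the 17 had an unadjusted p under 0.05 from limma. With one heart left out the glycolysis mean ran from -0.45 (without pig 30) to 0.084 (without pig 27).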

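For stress-related transcripts, the values in NRP + HOPE 24 h are those after 2 h of warm reperfusion. CCL2, an inflammatory chemokine gene drawn in Fig. 4B, lay between 1152 and 4867 TPM in all 9 hearts and ranked from 24 to 53 among the 25149 genes listed. It was at 3351 ± 1338 TPM in NRP + HOPE 24 h and 1699 ± 483 TPM in NRP + SCS 2 h (SD, n = 3 hearts), with a log2 fold change of 0.95 (standard error 0.33, adjusted p = 0.798).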

Limited enrichment of inflammatory and stress-response pathways further supports the concept that HOPE provides a nearly quiescent metabolic state that mitigates ischemia/reperfusion–induced transcriptional activation (Figure 4). The preservation of redox homeostasis and mitochondrial function under hypothermic oxygenation likely contributes to the sustained viability observed in flow cytometry and functional assays. These findings align with prior observations that oxygenated hypothermia limits succinate accumulation and reactive oxygen species generation during reperfusion, hallmarks of improved mitochondrial stability (23).

Finally, we assessed the impact of NRP in a porcine DCD model by comparing hearts procured without NRP and preserved with 2 h of HOPE (Group 3) to those procured with NRP and preserved with 2 h of SCS (Group 2). Findings from the first part of this study, together with our previous work (20), support the non-inferiority of extended HOPE preservation relative to short-term SCS. Accordingly, we would not expect a meaningful difference between HOPE and SCS over a short 2-hour preservation window, allowing the observed differences to be attributed primarily to the presence or absence of NRP. The omission of NRP prior to procurement produced the most profound loss of contractile recovery (Supplementary Figure S1C, D; Supplementary Video S6) and cellular integrity (Figures 5C,D). Although bulk RNA sequencing and metabolomics detected few differences between NRP and no-NRP hearts from Groups 2 and 3, this likely reflects selective survival of metabolically competent cells and the limitation of bulk analyses to detect region-specific or endothelial injury (Figure 6). 

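For endothelial injury, the set of endothelial activation and coagulation genes had a mean log2 fold change of -0.38 in No NRP + HOPE 2 h against NRP + SCS 2 h (5 members higher and 10 lower, camera adjusted p = 0.285). Its member SELP, which encodes P-selectin, was at 4.76 ± 4.38 TPM without NRP and 24.7 ± 9.65 TPM in NRP + SCS 2 h (SD, n = 3 hearts; log2 fold change -2.37, standard error 0.47, adjusted p = 0.114). Cardiomyocyte markers had a mean log2 fold change of -0.18 (1 member higher and 11 lower, camera adjusted p = 0.524). With each heart left out in turn, the mean of the cardiomyocyte markers ran from -0.35 to -0.079. That of endothelial activation and coagulation ran from -0.55 to -0.16.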

Functionally, NRP appears to provide an essential bridge between ischemic arrest and cold preservation, stabilizing mitochondrial metabolism and reducing microvascular obstruction through washout of prothrombotic and inflammatory mediators.

Collectively, these data define a two-step protective paradigm in DCD heart preservation. NRP re-establishes metabolic competence and vascular perfusion following warm ischemia, while HOPE maintains this quiescent, oxygenated state over extended durations by preventing energetic collapse and transcriptomic drift. This combined approach may represent a mechanistically grounded platform for mitigating ischemia/reperfusion injury, with implications extending beyond cardiac transplantation to the broader context of organ preservation, limitation of myocardial ischemia, and endothelial protection.

Several limitations should be acknowledged. First, *ex vivo* bench-top reanimation cannot fully replicate *in vivo* loading or immune responses. The small sample size reflects the logistical, economical and ethical complexity of large-animal models. Despite the low sample size, our results were highly consistent across animals within each group, and given the exploratory nature of the study, the number of pigs was considered sufficient to detect significant biological differences. Similar works on swine DCD procurement models also refer to small sample groups, supporting our methodology (21, 24). Additionally, bulk transcriptomic and metabolomic profiling capture only surviving cellular populations and may underestimate sublethal or spatially restricted injury. Future studies integrating single-cell analyses and endothelial-specific readouts will help delineate the vascular contribution to hypothermic oxygenated protection. Finally, the myocardial motion video quantification included in this study is a semi-quantitative method used to objectively assess contractility during bench-top normothermic machine perfusion. Of note, video acquisition was not standardized across all analyzed samples, representing a limitation given that cardiac contractility frequently improved throughout the 2 h NMP circuit duration. Furthermore, motion quantification was performed on one video per group, and therefore these findings should be considered preliminary. Nevertheless, these data further support the molecular and cellular findings of this study. An additional limitation to this study relates to our DCD model. Given the well-established relationship between cardiac injury and warm ischemic time, we sought to develop a DCD procurement model that minimized variability in the exposure to warm ischemia. Accordingly, heparinization and cannulation for NRP were performed prior to the initiation of circulatory death, and a 15-min stand-off period was incorporated to simulate, in a controlled fashion, both the donor center stand-off interval and the time typically required for emergent sternotomy and cannulation. We recognize this approach differs from the standard clinical practice of DCD procurement using TA-NRP, in which the duration of cardiac warm ischemia can vary significantly based upon surgeon and donor center protocols. However, this methodology was intentionally employed to minimize variability in warm ischemic time and reduce its impact as a potential confounder in our study.

In conclusion, hypothermic oxygenated perfusion establishes a biologically distinct preservation state that maintains metabolic, transcriptional, and structural stability after circulatory death. When preceded by normothermic regional perfusion, this approach minimizes ischemia/reperfusion injury and sustains myocardial viability far beyond the conventional temporal limits of static preservation. These findings identify mechanistic targets, such as mitochondrial stabilization, endothelial integrity, and redox balance, that may inform novel interventions to prevent ischemic injury across cardiovascular and organ preservation contexts (25, 26).

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE316371 https://www.metabolomicsworkbench.org, http://dx.doi.org/10.21228/M8BC49.

# Supplementary material for: Molecular and cellular adaptations to extended hypothermic oxygenated perfusion in donation-after-circulatory-death hearts in a porcine model
**Source:** Front Cardiovasc Med. 2026 May 25;13:1800470. doi: 10.3389/fcvm.2026.1800470
**Supplement:** Supplementary Table S1 — Differentially expressed metabolites between NRP + SCS 2h and NRP + HOPE 24 h hearts associated to the relative functional pathways.

**Supplemental Tables.**

| **PATHWAY** | **METABOLITE** | **log_2_FC** | **p-value** | **FDR** |
| --- | --- | --- | --- | --- |
| Glycolysis and Gluconeogenesis | L-Lactic Acid (Lactate) | 0.269427628 | 0.011055465 | 0.688766538 |
|  | Hexoses | 0.123270327 | 0.145066969 | 0.752052236 |
|  | Lipoamide | -1.158899985 | 0.589668745 | 0.896869129 |
|  | | | | |
| TCA Cycle | Oxoglutaric Acid (Oxoglutarate) | -0.143588028 | 0.122193562 | 0.752052236 |
|  | L-Malic Acid; D-Malic Acid (Malate) | -0.160439044 | 0.159799752 | 0.752052236 |
|  | | | | |
| De novo fatty acid biosynthesis | Palmitic Acid (Palmitate) | -0.109739746 | 0.003755526 | 0.661896577 |
|  | Eicosatrienoic Acid | 0.131403798 | 0.043511251 | 0.752052236 |
|  | Lauric Acid (Laurate) | 0.197498505 | 0.159722904 | 0.752052236 |
|  | | | | |
| Glycine, serine, alanine and threonine metabolism | Ornithine (L-Ornithine) | -0.820203329 | 0.061469568 | 0.752052236 |
|  | Aminobutyric Acid | -0.389490149 | 0.079646235 | 0.752052236 |
|  | Methionine | -0.876231019 | 0.10061039 | 0.752052236 |
|  | Propionylglycine | -0.62663847 | 0.102887738 | 0.752052236 |
|  | Glyceric acid | -0.274318603 | 0.117323995 | 0.752052236 |
|  | Oxoglutarate (Oxoglutaric Acid) | -0.143588028 | 0.122193562 | 0.752052236 |
|  | Homoserine; Allothreonine | -0.136531272 | 0.123276803 | 0.752052236 |
|  | Threonine | -0.136531272 | 0.124047082 | 0.752052236 |
|  | Valine | -0.591523254 | 0.124281362 | 0.752052236 |
|  | Arginine | 0.448436331 | 0.131285345 | 0.752052236 |
|  | Guanidoacetic Acid | -0.083725864 | 0.141392958 | 0.752052236 |
|  | Beta-Guanidinopropionic Acid | -0.7055468 | 0.167715975 | 0.752052236 |
|  | 3-Phosphonooxypyruvate | -0.698202981 | 0.179390338 | 0.752052236 |
|  | Alanine | -0.420834832 | 0.181669522 | 0.752052236 |
|  | Gamma-Aminobutyric Acid (GABA) | -0.389490149 | 0.720494594 | 0.94374644 |
|  | | | | |
| Prostaglandin formation from arachidonate | Arachidonic Acid | -0.003185279 | 0.131285345 | 0.752052236 |
|  | Anandamide | -0.413086737 | 0.126959983 | 0.752052236 |
|  | Glutathione Reduced | -0.71361459 | 0.01729343 | 0.737411281 |
|  | Ascorbate | -2.955501619 | 0.049829029 | 0.752052236 |

**Supplemental Table I.** Differentially expressed metabolites between NRP + SCS 2h and NRP + HOPE 24 h hearts associated to the relative functional pathways.

# Supplementary material for: Molecular and cellular adaptations to extended hypothermic oxygenated perfusion in donation-after-circulatory-death hearts in a porcine model
**Source:** Front Cardiovasc Med. 2026 May 25;13:1800470. doi: 10.3389/fcvm.2026.1800470
**Supplement:** Supplementary file 14

**Supplemental Materials and Methods**

*Simulating DCD Procurement model:* The swine donor underwent anesthesia induction with intramuscular Telazol (6 mg/kg), propofol (1 mg/kg), and buprenorphine (0.01-0.03 mg/kg). Animals were endotracheally intubated in the prone position and rotated to a supine position for mechanical ventilation and surgery. Anesthesia and analgesia were maintained intraoperatively with inhaled isoflurane and/or continuous infusions of midazolam (0.2 mg/kg/hr) and propofol (3-5 mg/kg/hr). A midline sternotomy was performed with a bone saw, and the heart and great vessels were exposed. Intravenous heparin (300 IU/kg) was given for systemic anticoagulation. The right atrium was cannulated with a single-stage 24 Fr venous cannula (DLP Medtronic, Minneapolis, MN). The distal ascending aorta was cannulated with a one-piece 18 Fr arterial cannula (EOPA Medtronic, Minneapolis, MN). The aortic root was cannulated with an antegrade cardioplegia cannula (Surge Cardiovascular, Grand Rapids, MI).

*Withdrawal phase for circulatory arrest:* To replicate procurement following circulatory death criteria, the pigs (n=6) were first confirmed as deeply sedated and administered intravenous vecuronium 0.6mg/kg bolus followed by infusion at rate of 0.6mg/kg/hr. After achievement of chemical paralysis, the donor swine vitals were closely monitored until a MAP less than 50 mmHg was established; this was noted as functional warm ischemia time. When pulsatile measurements completely diminished from the arterial line, circulatory arrest was confirmed by asystole on the electrocardiogram. This began a 15-minute no touch period, after which, NRP was initiated using a CPB circuit. Cardiac function gradually resumed, and hearts which fibrillated were electrically defibrillated. All hearts regained sinus rhythm and weaned off cardiopulmonary bypass. After one hour of reperfusion, hearts were arrested in a standard brain-dead fashion. The left atrial appendage and IVC were opened to vent the heart, the aorta was cross clamped proximal to the aortic cannulation site, and the hearts were arrested via antegrade delivery of two 1L bags of XVIVO Heart Solution cardioplegia, 1ml/L Heart Solution Supplement, and 25mmol/L sodium bicarbonate (McKesson #239985) at 4 °C. Sterile slush was applied during arrest, and a standard cardiectomy was performed. To assess the role of NRP, circulatory death parameters were standardized to group 1, however the hearts were procured by direct procurement (n=3) without NRP. In group-2, the aorta was cross-clamped following 15 minutes of warm ischemic time and the hearts were arrested using the same supplemented solution as group-1. Standard cardiectomies were performed, and the hearts were weighed at baseline for all groups.

*Preservation*: The hearts selected for SCS clinical control (n=3) were stored in 1L of XVIVO Heart Solution at 4 °C for 2 hours. Hearts randomly selected for HOPE preservation were stored in the XVIVO Heart Assist Transport (XVIVO Group, Gothenburg, Sweden) for 2 hours (n=3) or 24 hours (n=3). HOPE provides oxygenated perfusion using carbogen gas (95% O2, 5% CO2) at 8 °C. The heart preservation device was primed with XVIVO cardioplegic solution supplemented with 350ml packed red blood cells, 3mL of XVIVO Heart Solution Supplement, 20 IU insulin (Humulin ELN-1325240), 50 mg Imipenem and Cilastatin (WG Critical Care 44567–705–10 , 5000 IU unfractionated heparin (Sagent Pharmaceuticals 25021-0400-30) and 10 mmol Potassium (Hospira  00409-6635-01). The hearts are connected to the device through an aortic cannula and the tubing is deaired. A silastic shunt is fastened across the mitral valve to vent the left ventricle, preventing overdistention. Perfusion within the device was carried out at an aortic root pressure of 20 mmHg for 2 hours or 24 hours. Heart weight was measured at the end of preservation for all groups.

*Bench-Top Normothermic Machine Perfusion:* At the conclusion of preservation, nine hearts (n=9) were reanimated on a bench-top NMP circuit for 2 hours to induce ischemic reperfusion injury and assess gross cardiac rhythm and contractility by simulating reperfusion in unloaded conditions. Our NMP circuit consisted of a venous reservoir with Capiox FX05 oxygenator (Terumo Cardiovascular, Ann Arbor, MI), 3T Heater-Cooler system (LivaNova, London, UK), and Quantum 4-in. roller pump (Spectrum Medical, Gloucester, UK), and the circuit was primed with 500cc of whole blood from the donor pig and roughly 1000-2000 IU unfractionated heparin. The hearts were loaded onto the circuit through canulation of the ascending aorta (8Fr Bio-Medicus NextGen Pediatric Arterial Cannula, Medtronic, Minneapolis, MN) using the Seldinger technique. The left ventricle was vented through a silastic tube positioned across the mitral valve; this allows blood to drain into the venous return. The atria were widely opened, and the return from the heart was drained into a collecting reservoir. The circuit was slowly initiated by advancing the arterial line, the aorta was de-aired, and an aortic cross-clamp was applied to begin 2 hours of normothermic reperfusion. Hearts were paced at 100bpm by electrodes on the anterior epicardium of both ventricles.

*Myocardial Motion Video Quantification:* A custom Python algorithm was developed to quantify myocardial motion during NMP circuit reanimation. First, a pixel-to-centimeter scale factor was determined by manually selecting two points 1 cm apart on a representative video frame. This allows for a flow magnitude vector to be converted into arbitrary units. Next, a rectangular region of interest (ROI) was defined in each video to capture the maximal beating area on the anterior surface of the heart ventricles. To reduce artifacts of camera movement, videos were stabilized using dense optical flow, where median displacement vectors were applied to generate affine transformations that reduced global motion. Within the stabilized ROI, dense optical flow was computed frame-to-frame to estimate myocardial velocity. This quantity was converted to millimeters per second. The velocity signal was smoothed using a Savitzky-Golay filter to suppress noise while preserving physiological features. Systolic and diastolic phases were tracked, and displacement was calculated by integrating velocity across valid cardiac cycles.

*Histological analysis.* Endomyocardial biopsies were collected from the right ventricular (RV) septum and left ventricular (LV) free wall using an 8-mm biopsy punch at the end of two hours of NMP. Additionally, aortic valve leaflets, mitral valve leaflets and aortic root were collected. Tissues were fixed in 10% formalin for 24 hours, then transferred to 70% ethanol solution and embedded in paraffin. 5µm-thick sections were cut using a microtome and mounted on high-adherence glass microscope slides. Sections were stained with hematoxylin and eosin (H&E) and Masson’s trichrome and imaged on a Leica 10X microscope. Standard TUNEL staining was also performed to identify DNA fragmentation and evaluate cell apoptosis. Histological slides were evaluated across all groups for presence of coagulative myocyte necrosis (CMN), inflammation, edema, interstitial hemorrhage, fibrosis, thrombosis, and apoptosis.

*Flow Cytometry.*  RV septum biopsies (0.1 g) were obtained using an 8mm surgical punch and washed in PBS 1x (Corning). Tissues were then minced into ~2mm^3^ chunks, transferred to a warm enzymatic solution of DMEM (Gibco) with 450 U/ml Collagenase I (Worthington, LS004196), 60 U/ml DNase I (Millipore, DN25) and 60 U/ml hyaluronidase (Worthington, LS002592), and incubated in a rotating mixer (~65/70 rpm) at 37 °C for 1 hour. The enzymatic digestion was stopped with HBB buffer (2% HI FBS (Gibco) and 0.2% BSA (Prometheus) in Hanks′ Balanced Salt solution (Sigma, H9269) and the solution was strained through a 100μm strainer. The suspended cells were centrifuged at 350g for 5 min at 4 °C and the pellet was resuspended in ACK lysing buffer (Gibco, A10492) to lyse red blood cells. After 5 min of incubation at room temperature, cells were washed with 9 ml of DMEM (Gibco) and centrifuged at 350g for 5 min at 4 °C. Then, cells were incubated for 10 min on ice in blocking solution (PBS + 0.5% BSA), followed by a wash in PBS1x. Cells were fixed in 2% PFA for 20 min on ice and washed twice in PBS1x. After fixation, cells were permeabilized with 0.1% Triton in PBS 1x 0.5% BSA for 20 min at 4°C. Cells were stained with Alexa Fluor 647 mouse anti-cardiac troponin T (BD Bioscience – 565744) 1:50 for 1h on ice in blocking solution. DAPI (Invitrogen) was added (1:3000) and cells were analyzed with the NovoCyte Penteon Flow Cytometer Systems 5 Lasers (Agilent). Data were analyzed with NovoExpress 1.6.2 software. Detected events were gated to distinguish intact cardiomyocytes from debris. Specifically, cardiomyocytes were identified by first gating for DAPI and anti-cardiac troponin T staining; the selected population was then gated by SSC-A and FSC-A to separate the intact cells from troponin-positive debris and small apoptotic bodies, thus reducing the incidence of false positive events. Cardiomyocyte size and troponin expression were used as indicators of preserved cellular integrity. The flow cytometry analysis was performed at the Columbia Stem Cell Initiative Flow Cytometry core facility at Columbia University Irving Medical Center.

*RNA Extraction and Bulk RNA sequencing Analysis.*  RNA was extracted from apex of the hearts at the end of NMP reperfusion, flash frozen and subsequentially purified using RNeasy Mini Kit (Qiagen, 74106) as per manufacturer guidelines. Purified RNA samples were processed and sequenced by Azenta Life Sciences (Burlington, MA, USA). RNA samples were quantified using Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). Samples with RIN score > 6 were selected for library preparation. ERCC RNA Spike-In Mix (Cat: #4456740) from ThermoFisher Scientific, was added to normalized total RNA prior to library preparation following manufacturer’s protocol. RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB, Ipswich, MA, USA). RNA inputs were normalized to 100ng. Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94 °C. cDNA fragments were end-repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 3.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on a flowcell. After clustering, the flowcell was loaded on the Illumina NovaSeq instrument according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the Control software. Raw sequence data (.bcl files) generated by the sequencer were converted into fastq files and de-multiplexed using Illumina's bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality. The trimmed reads were mapped to the *Sus Scrofa* reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner is a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted.

After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the samples was performed. The Wald test was used to generate p-values and log_2_ fold changes. The Benjamini–Hochberg correction was applied to generate adjusted p-values. Genes with an adjusted p-value < 0.05 and absolute log_2_ fold change value > 1 were called as differentially expressed genes for each comparison and visualized in volcano plots. Heatmaps of DEGs were generated using DataMap (v0.11). KEGG pathways were analyzed on mapped genes, and significant results (FDR < 0.01) were visualized using ShinyGO (v0.77).

*Untargeted Metabolomic Profiling.* Untargeted Metabolomic profiling was conducted using ultrahigh performance liquid chromatography-high resolution accurate mass spectrometry (HRAMS)^25^ . Metabolites were extracted from left ventricular biopsies obtained at the end of NMP reperfusion and immediately flash frozen. Samples underwent a two-step homogenization in 1:3 methanol/water (stable isotope labeled with internal standards) and 1:1 methanol/acetonitrile (5 µL mg⁻¹ tissue each). Ten microliters (10μL) of this combined extract after centrifugation was analyzed using a high-resolution accurate-mass (HRAM) platform consisting of Vanquish™ Duo UHPLC system equipped with dual split sampler configuration coupled to a Exploris 240 HRAM mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA).

Chromatographic separation was performed in triplicate using HILIC chromatography under positive ion mode and RP chromatography under negative ion mode, both at 60 °C. HILIC separation was done on a Waters XBridge BEH Amide XP column (2.1 x 50 mm, 2.5 μm) and gradient elution with mobile phases 0.2% formic acid in water (A) and acetonitrile (B). The initial 75% B at 0.35 mL/min kept for 1.5min, decreased linearly to 20% B at 4 min with a flow rate increase to 0.4 mL/min, and a final hold of 1 min. Reverse-phase separation was performed on a C18 column (Higgins Analytical Targa C18 2.1 × 50 mm, 3 μm) with 1mM Ammonium acetate in water (A) and acetonitrile (B) as mobile phases. The initial 35% B at 0.4 mL/min, was increased linearly to 95% B at 1.5 min and held for the remaining 3.5 min with a flow rate 0.5 mL/min. The HRMS was operated in a Full Scan (120,000 resolution) acquisition mode and a data dependent MS2 (ddMS2) acquisition mode at resolutions of 60,000 (full scan) and 15,000 (ddMS2 scan), both positive and negative polarity mode to acquire the spectral data. The HRMS source parameters were as follows: spray voltage 3.5 kV (+ESI), 3.00 KV (-ESI); capillary temperature 300 ℃; sheath gas flow rate 45; Aux gas 25 AU (+ESI), 15 AU (-ESI); sweep gas flow rate 1 AU; Aux gas heater temperature 250 ℃.

The raw data files acquired were processed through a computational pipeline that leverages open-source R packages – Asari software^26^ and xMSanalyzer. Asari uses Gaussian model with area under the curve (auc) method for peak area calculation, 10 seconds maximum shift, 5 ppm mass tolerance, signal to noise ratio as 3:1, lowess algorithm for retention time alignment, retention time threshold as 20 seconds and minimum peak intensity of 1e6 to create feature table. Metabolite features were filtered by 50% presence in a determined group. Data were log2 transformed (to stabilize variance), and missing values were imputed using half of the minimum intensity for each feature.

Feature annotation was achieved by an in-house reference library as well as HMDB, KEGG, LipidMAPS as databases. Multivariate (PCA) and univariate (t-test) were performed using R to visualize sample clustering and identify features contributing to group separation. For each identified metabolite, the null hypothesis that there were no differences in area means across the groups was tested using Student’s t-test. Correction for the comparisons was performed using the Benjamini and Hochberg FDR method. The adjusted p-values (q-values) reflect correction for the total number of metabolites tested. Significant metabolites were identified using an absolute log₂ fold-change cutoff of 0.693 (1.6-fold) in combination with an adjusted p-value threshold of 0.05.

Metabolic pathway functional and enrichment analysis of the detected features were performed using MetaboAnalyst's mummichog algorithm using the KEGG metabolic pathway databases as the reference databases. Pathways with a p-value < 0.05 were considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

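RNA sequencing was analysed for 9 porcine hearts in 3 groups of 3: Group 1 (NRP + HOPE 24 h, pigs 27, 28 and 30), Group 2 (NRP + SCS 2 h, pigs 24, 25 and 29) and Group 3 (No NRP + HOPE 2 h, pigs 31, 33 and 34). Each heart gave 1 apex biopsy, taken at the end of NMP, and was assigned to its group by the pig number in the sample labels and in the column names. A further 9 columns of the table could not be tied to a sample of the study and were not used here.

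According to the supplemental methods, the authors enriched mRNA with oligo(dT) beads, sequenced it in paired ends, trimmed the reads, mapped them to the Ensembl Sus scrofa genome with STAR, and counted unique reads in exons with featureCounts. The authors deposited TPM values (reads per gene scaled for gene length and to a common total) with 4 decimals, and every column sums to 1000000 over 25149 genes, of which 12006 carry no gene symbol. The paper's text does not name the gene lengths used for TPM. Read counts were not used here, so the depth of each heart is unknown, and neither counting intervals nor detection floors are given. The precision of each value is shown by the spread between the 3 hearts of a group. Total RNA was supplemented with ERCC spike-in before library preparation, but the table lists 0 spike-in rows, and no spike-in scaling was made.

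The authors called differentially expressed genes with DESeq2 on counts. TPM are not counts, so limma 3.58.1 in R 4.3.3 was used on log2(TPM + 1), with 1 mean per group, all 9 hearts in 1 fit, and moderated variances with a trend (eBayes). The paper's text does not name whether its model was fitted to all hearts or to pairs of groups. The 11782 genes with at least 1 TPM in at least 3 hearts were tested, two-sided, with Benjamini-Hochberg adjustment within each comparison. Genes were counted at an adjusted p under 0.05, and also at an unadjusted p under 0.05, each with an absolute log2 fold change over 1, because the methods give the threshold on adjusted p and the results text on p. The comparisons were NRP + HOPE 24 h against NRP + SCS 2 h, No NRP + HOPE 2 h against NRP + SCS 2 h, and, for the closing observations, NRP + HOPE 24 h against No NRP + HOPE 2 h. Pigs are not shared between groups, and no pairing was used. The metabolites were not analysed here. The mitochondrially encoded share of TPM was planned over protein-coding and RNA genes together, but the RNA genes could not be identified by name in the table, so it covers the 13 protein-coding genes, which had been meant as the alternative.

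Gene sets were written by hand from general knowledge, 21 in all, and tested with limma's camera (inter-gene correlation 0.01) when at least 5 members passed the filter, which excluded 2 sets, the neutrophil and erythroid markers. Symbols missing from the table reduced the sets, to 77.8% of the written members listed for NF-kB and cytokine signaling, 77.1% for interferon-stimulated genes and 37.8% for nuclear-encoded oxidative phosphorylation, in which older and newer symbols of the same gene had both been written. The KEGG and gene ontology enrichments of the paper were not repeated. Set scores are the mean log2(TPM + 1) of the members in each heart, centred on the 9 hearts. Single values were compared by exact permutation tests, two-sided unless stated, for which 3 hearts against 3 cannot give a p under 0.1. Distances between hearts were Euclidean on log2(TPM + 1). Permutation tests of correlations used scipy 1.17.1 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

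Genes could be named in the text if they are drawn in the paper's Fig. 4B or Fig. 6B, or if they are among the 5 members with the largest absolute log2 fold change of a set that is discussed. For each comparison and direction, the 5 genes with a symbol and the largest absolute log2 fold change among those counted at the adjusted threshold without overlap between groups could be named as well, and where fewer than 5 passed, the 5 with the smallest p were taken. Genes named outside this rule are marked as chosen after their values were seen. The symbols of named genes were looked up in the RefSeq annotation of Sscrofa11.1 for their positions, since the paper's text does not name the genome build, and no identifier of the table was listed there. The comparisons, thresholds, gene sets, naming rule and most alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, leaving out the mitochondrially encoded genes, fitting only the 6 hearts compared, eBayes without trend, array weights (with statmod 1.5.0), whose iteration stopped before its tolerance was reached in some fits, leaving out each heart in turn, and, for gene sets, camera with estimated correlation and fry. Leaving out short RNA families and robust eBayes were added after the data were seen. The procedure was tested on 5 simulated data sets of 11782 genes, with 200 changed genes each, in 3 hearts against 3. In these, 58.8%, 90.4% and 99.4% of genes with absolute log2 changes of 1.5, 2 and 3 were called, and 6.43% of the called genes were unchanged ones.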

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

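The tests of DNAJB1 with each heart left out, of the sizes of the mitochondrial share and of the TPM values, against the other 6 hearts, against HOPE storage and against a heat shock response were chosen only after its result was seen. The 3 genes below carry a signal outside the genes that the paper discusses, and all are from No NRP + HOPE 2 h against NRP + SCS 2 h, in which NRP and the storage method differ together.

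DNAJB1 was higher without NRP by a log2 fold change of 2.20 (adjusted p = 0.0228, range 0.00624 to 0.139 over the alternatives, under 0.05 in 9 of 17), and all 3 hearts without NRP lay above the 6 hearts with NRP, between 123 and 310 TPM against 38.0 to 45.5 TPM. With each heart without NRP left out in turn the log2 fold change was at least 1.86, so that a single heart did not account for it. It was 2.20 with the mitochondrially encoded genes left out and 2.22 with a pseudocount of 0.1, but these settings hardly moved the gene and decide nothing about the mitochondrial share of TPM or low values. The mitochondrial shares of the 6 hearts allow a log2 shift of the other genes of at most 0.29, and the lowest TPM of DNAJB1 was 38.0, so that neither is large or low enough to account for the difference. Between NRP + HOPE 24 h and NRP + SCS 2 h the log2 fold change of DNAJB1 was 0.040, so HOPE storage with NRP came without the difference, although that storage lasted 24 h and not 2 h. For a heat shock response of the set as a whole, 72 of the 84 splits of the 9 hearts into 3 and 6 gave as small a p for the heat shock set without DNAJB1, whose 16 members had a mean log2 difference of 0.02. Against NRP + SCS 2 h alone the hearts of the groups did not overlap in the score of the whole set (exact permutation p = 0.1, the smallest possible), but they did without DNAJB1 (exact permutation p = 0.5). Of the other members, ZFAND2A (log2 fold change 1.15) and HSPH1 (0.82) were higher in all 3 hearts without NRP than in all 3 of NRP + SCS 2 h, ZFAND2A also than in all 3 of NRP + HOPE 24 h, so a response of a few members is left open. The absence of NRP may be tied to the higher DNAJB1, but this is a hypothesis, since the gene was singled out among 11782 and tested on the same hearts. The 10 splits of 3 hearts against 3 cannot rule out the grouping of the hearts. Against the other 6 hearts the adjusted p of limma was 0.00468 and the exact permutation p was 0.0119, the smallest that 84 splits allow, and 1 of 84 splits gave as many as the 6 genes at the adjusted threshold.

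HAS1 had a log2 fold change of 2.72 (adjusted p = 0.021, range 0.00112 to 0.0979, under 0.05 in 13 of 17), with all 3 hearts without NRP above the 3 of NRP + SCS 2 h, and over the alternatives its log2 fold change stayed between 2.40 and 3.12. HAS1 was also higher in all 3 hearts of NRP + HOPE 24 h, at 24.1 to 49.0 TPM, than in the 3 of NRP + SCS 2 h, at 9.88 to 16.4 TPM (log2 fold change 1.42, adjusted p = 0.386, range 0.0611 to 1.00). PRKAG2 had a log2 fold change of -2.30 (adjusted p = 0.021, range 0.00112 to 0.101), with all 3 hearts without NRP below the 3 of NRP + SCS 2 h, and stayed between -2.39 and -2.13. PRKAG2 was also lower in all 3 hearts of NRP + HOPE 24 h than in the 3 of NRP + SCS 2 h (log2 fold change -1.65, adjusted p = 0.127, range 0.0128 to 0.455), so the direction of both genes against NRP + SCS 2 h is shared by both HOPE groups. For HAS1 the hearts without NRP, at 62.0 to 145 TPM, also lay above all 3 hearts of NRP + HOPE 24 h (log2 difference from the other 6 hearts 2.01, exact permutation p = 0.0238). No biological explanation was tested for HAS1 and PRKAG2, and the grouping of the hearts cannot be excluded for them either.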

How the results depend on the processing

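Leaving out short RNA families and robust eBayes were chosen after the data were seen. The cause of the changes below was not tested.

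Between NRP + HOPE 24 h and NRP + SCS 2 h, the 3 genes higher at the adjusted threshold became 0 with a pseudocount of 0.1, 1 with no filter on low values, 1 with mitochondrially encoded genes left out, 8 with only the 6 hearts compared and 24 with array weights. The 0 lower genes (137 at an unadjusted p under 0.05) became 4 with a mean TPM of at least 5, 1 with median-of-ratios scaling, 2 with quantile normalization, 1 with mitochondrially encoded genes left out, 5 with only the 6 hearts compared, 36 with array weights, 2 with short RNA families left out and 4 with robust eBayes. At an unadjusted p, the 126 higher genes became 69 with a mean TPM of at least 5. The 137 lower genes became 239 with a pseudocount of 0.1, 84 with a mean TPM of at least 5, 84 with median-of-ratios scaling, 83 with quantile normalization, 207 with mitochondrially encoded genes left out and 308 with array weights. Across the 6 fits that each left out one heart, the adjusted counts ran from 0 to 9 higher and from 0 to 3 lower, and the unadjusted counts from 97 to 263 higher and from 126 to 324 lower. Of the 3 genes at the adjusted threshold, 3 were among the 60 found with array weights and 0 passed with a pseudocount of 0.1.

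Between No NRP + HOPE 2 h and NRP + SCS 2 h, the 2 genes higher at the adjusted threshold became 1 with no filter on low values, 4 with median-of-ratios scaling, 0 with only the 6 hearts compared and 32 with array weights. The 4 lower genes became 0 with no filter on low values, 15 with median-of-ratios scaling, 10 with quantile normalization, 17 with mitochondrially encoded genes left out, 62 with array weights and 9 with robust eBayes. At an unadjusted p, the higher genes (40.0% of 408) became 73 with a mean TPM of at least 5 and 289 with array weights. Leaving out one heart gave from 0 to 3 higher and from 1 to 10 lower genes at the adjusted threshold, and from 130 to 383 higher and from 184 to 383 lower at an unadjusted p.

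Between NRP + HOPE 24 h and No NRP + HOPE 2 h, the 4 higher genes at the adjusted threshold became 2 with a pseudocount of 0.1, 2 with mitochondrially encoded genes left out and 8 with array weights. The 2 lower genes became 1 each with a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5 and eBayes without trend, 0 each with median-of-ratios scaling, quantile normalization and mitochondrially encoded genes left out, and 6 with array weights. Leaving out one heart gave from 0 to 12 higher and from 0 to 4 lower genes.

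The number of gene sets past the threshold fell from 5 to 0 for NRP + HOPE 24 h against NRP + SCS 2 h, from 1 to 0 for No NRP + HOPE 2 h against NRP + SCS 2 h and from 5 to 0 for NRP + HOPE 24 h against No NRP + HOPE 2 h, each with camera with estimated correlation and with fry (585, 851 and 708 genes had an unadjusted p under 0.05). It was 2 with median-of-ratios scaling for No NRP + HOPE 2 h against NRP + SCS 2 h, and 3 with only the 6 hearts compared for NRP + HOPE 24 h against No NRP + HOPE 2 h. Leaving out one heart gave from 2 to 6, from 0 to 3 and from 3 to 5 sets in these comparisons, in the same order.

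The difference between distances ran from -3.62 to 10.1 for NRP + HOPE 24 h and from -1.84 to 10.3 for No NRP + HOPE 2 h, both against NRP + SCS 2 h, when one heart was left out. The difference in the mitochondrially encoded share ran from -3.81 to 4.76 and from -3.29 to 1.78 points. All 4 were reversed in some of these fits.

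Of 56 gene results, 55 kept their direction under every alternative, and of their 939 values 75 were weaker and 53 stronger. The exception was DNAJB1 between NRP + HOPE 24 h and NRP + SCS 2 h, with a log2 fold change of 0.040 that became -0.038 with array weights and ran from -0.018 to 0.11 with one heart left out. Of 16 gene set results, 9 kept their direction, and of their 176 values 28 were weaker. Between NRP + HOPE 24 h and NRP + SCS 2 h, median-of-ratios scaling reversed the mean log2 fold changes of nuclear-encoded oxidative phosphorylation (0.13), glycolysis (0.013) and cardiomyocyte markers (0.070). With one heart left out, these ran from -0.30 to 0.18, from -0.45 to 0.084 and from -0.34 to 0.057, that of macrophage markers from -0.33 to 0.11, redox defence from -0.051 to 0.38 and fatty acid oxidation from -0.20 to 0.42. For NF-kB and cytokine signaling between No NRP + HOPE 2 h and NRP + SCS 2 h the range was -0.31 to 0.066. The mitochondrial share over protein-coding and RNA genes together could not be computed, since the RNA genes were not named, and a spike-in share was not run. The depth of each heart is unknown, which limits the precision that can be given for low TPM.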

Differences from the paper's values

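In both comparisons below, the paper's gene counts come from DESeq2 on read counts, and those found here from limma on log2 TPM values. All alternatives kept limma on TPM, so none of them tested this difference in method, and the gaps do not show that the paper's counts are wrong. In the comparison of NRP + HOPE 24 h with NRP + SCS 2 h, 3 genes were higher at the adjusted threshold, against the paper's 87, and none of the alternatives set before the data were examined closed the gap. At the same threshold 0 genes were lower, against the paper's 52, while 137 were lower at an unadjusted p under 0.05. With array weights 36 genes were lower at the adjusted threshold, which is within 1.5 times of the paper's 52, and the other alternatives set before the data were examined did not close this gap. The 137 genes lower at an unadjusted p also differ from the paper's 52, and so do the counts under every alternative set before the data were examined. The 126 genes higher at an unadjusted p were within 1.5 times of the paper's 87, but the counts under 10 of the 15 alternatives were not.

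In the comparison of No NRP + HOPE 2 h with NRP + SCS 2 h, 2 genes were higher at the adjusted threshold, against the paper's 122, and 4 were lower, against the paper's 123. In both directions together there were 6 genes, against the paper's 245. None of the alternatives set before the data were examined closed these 3 gaps. At an unadjusted p under 0.05, 245 genes were lower, against the paper's 123, and only the alternatives of a mean TPM of at least 5 (168 genes) and of leaving out pig 31 (184 genes) came within 1.5 times of it. In both directions together 408 genes passed, against the paper's 245, and only a mean TPM of at least 5 (241 genes) and leaving out pig 24 (348 genes) came within 1.5 times. The genes higher at an unadjusted p, 40.0% of the 408, were within 1.5 times of the paper's 122, but the counts under 8 of the 15 alternatives were not.

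The paper states that pathways showed no coordinated shifts between NRP + HOPE 24 h and NRP + SCS 2 h, and that inflammatory pathways were enriched among its higher genes. Here 5 gene sets passed the threshold with camera, and 0 passed with camera's estimated correlation or with fry, with 585 genes at an unadjusted p under 0.05. The header of Fig. 6B places NRP+HOPE24h over the left columns, and 8 of its 50 genes had the drawn direction under that header, 0 of 50 with the left columns as No NRP + HOPE 2 h, and 50 of 50 with the left columns as NRP + SCS 2 h.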

Other observations

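Contrasts of one group with the other 6 hearts, the tests of immune cells and of more cardiomyocyte transcripts, that of the interferon set with each heart left out, the list of aryl hydrocarbon receptor targets and the correlations with the first principal component, also without the mitochondrially encoded genes and along the same axis, were chosen only after the result was seen.

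For NRP + HOPE 24 h against NRP + SCS 2 h, 1 of the 10 splits of the 6 hearts gave as many genes at the adjusted threshold as the 3 found, 2 of 10 as many as the 263 at an unadjusted p, and 6 of 10 as many gene sets as the 5 found. For No NRP + HOPE 2 h against NRP + SCS 2 h these were 1 of 10 for the 6 genes, 1 of 10 for the 408 and 10 of 10 for the 1 set. For NRP + HOPE 24 h against No NRP + HOPE 2 h they were 1 of 10 for the 6 genes, 3 of 10 for the 389 and 5 of 10 for the 5 sets. A share under 0.1 is not possible with 10 splits. With one group against the other 6 hearts, No NRP + HOPE 2 h had 6 genes at the adjusted threshold, which 1 of 84 splits of the 9 hearts reached, and 287 at an unadjusted p, which 4 of 84 reached. NRP + HOPE 24 h had 2 (10 of 84) and 179 (25 of 84), and NRP + SCS 2 h had 0 (84 of 84) and 191 (20 of 84).

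The NF-kB and cytokine signaling set was higher in NRP + HOPE 24 h against NRP + SCS 2 h (mean log2 fold change 0.74, adjusted p = 3.56e-13, with all 3 hearts above). With NRP + HOPE 24 h against the other 6 hearts, 1 of 84 splits gave as small a p (permutation p = 0.0119, the smallest that 84 splits allow; adjusted over 57 tests 0.679, below which a set with the smallest p on its own cannot fall). The adjusted p was at most 1.09e-08 with each heart left out in turn, 2.79e-11 with the mitochondrially encoded genes left out and 1.38e-12 among genes with a mean TPM of at least 5, so that a single heart or low values did not account for it. Camera sets the members against the other genes, which a common factor moves alike, so the test of the mitochondrial share is a weak one. The macrophage and monocyte markers were not shifted as a set (4 members higher and 5 lower, adjusted p = 0.857). Their mean log2 fold change ran from -0.33 to 0.11 with one heart left out, and neutrophil markers were too few to test. More immune cells in the biopsy are therefore not ruled out. With the correlation between genes estimated from the data the adjusted p was 0.369, and over all alternatives it ran from 8.77e-15 to 0.756. The splits keep the correlation between genes and placed the real grouping first. They set NRP + HOPE 24 h against the other 6 hearts, while the estimated correlation was used against NRP + SCS 2 h. The adjusted p was 0.679 for the splits, the lowest they allow for a set on its own, and 0.369 with the estimated correlation. These tests cannot be set against each other, and neither decides between a shift and correlated genes. Joint variation of correlated genes is therefore not excluded, and the shift may also reflect the storage, whose method, duration and temperature changed together.

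Interferon-stimulated genes were higher in No NRP + HOPE 2 h (mean log2 fold change 0.97, adjusted p = 6.72e-09, range 1.25e-20 to 0.994), above all SCS hearts in pigs 33 and 34 of the 3. As small a p was given by 13 of 84 splits, leaving out pig 34 gave an adjusted p of 0.108, and estimating the correlation gave 0.994. A single heart and the correlation between genes could each account for this result.

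Endothelial markers were lower in NRP + HOPE 24 h (mean log2 fold change -0.39, adjusted p = 0.0326, range 0.00782 to 0.971), below all SCS hearts in pigs 27 and 28 of the 3. As small a p was given by 10 of 84 splits for NRP + HOPE 24 h against the other 6 hearts. The highest adjusted p with one heart left out was 0.140, that of the cardiomyocyte markers was 0.857, and that with estimated correlation was 0.970. The difference cannot be told apart from the grouping of the hearts, a single heart or correlated genes.

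TIPARP and CYP1A1, both targets of the aryl hydrocarbon receptor, were higher in NRP + HOPE 24 h than in NRP + SCS 2 h (adjusted p = 0.0586, range 0.00679 to 0.247, under 0.05 in 8 of 17 alternatives, and 0.127, range 0.00742 to 0.532, in 2 of 17), and their log2 fold changes between No NRP + HOPE 2 h and NRP + SCS 2 h were 1.58 (adjusted p = 0.331) and 2.65 (adjusted p = 0.376), higher in all 3 hearts for both. Of 20 targets listed after these genes were seen, 11 others were tested, of which 7 were higher (mean log2 fold change 0.22), and camera gave an unadjusted p of 0.0114, for which no exact test was run. One of them, EDC3, lies 19538 bases from CYP1A1 on chromosome 7 of Sscrofa11.1. Without it 6 of 10 were higher (mean 0.11) and camera's p was 0.0971, so that receptor activity may be a candidate explanation but rests on a neighbouring gene.

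Between NRP + HOPE 24 h and No NRP + HOPE 2 h, whose gene expression is not compared in the paper's text searched here, 4 genes were higher and 2 lower at the adjusted threshold, and 202 higher and 187 lower at an unadjusted p. PTX3 was higher (log2 fold change 2.76, adjusted p = 0.0482, range 0.00668 to 0.357, under 0.05 in 5 of 17 alternatives) and DNAJB1 lower (-2.16, adjusted p = 0.0222, range 0.00656 to 0.168, under 0.05 in 7 of 17), in 3 of 3 hearts each. SELP (2.56), IER3 (1.75) and TNFAIP3 (2.04) had adjusted p-values from 0.0815 to 0.140, and passed in 1, 4 and 0 of 17. NF-kB and cytokine signaling (mean log2 fold change 0.84, adjusted p = 6.21e-10, range 6.42e-12 to 0.640) was higher and the interferon set lower (-1.03, adjusted p = 3.96e-08, range 3.31e-18 to 0.994). The hearts of the groups overlapped in both set scores (exact permutation test, two-sided, p = 0.2 and 0.4). The interferon result rested on pig 34, without which the mean was -0.16 (camera adjusted p = 0.0928). Average-linkage clustering of the 9 hearts into 3 clusters placed pigs 24, 25, 29, 30 and 33 in one, pigs 27, 28 and 31 in another and pig 34 alone.

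The first principal component of the 9 hearts followed the mitochondrially encoded share of TPM (Pearson's r = -0.894, exact permutation p = 2.76e-05, adjusted over 4 relations 0.000110; Spearman's rho = -0.983, exact permutation p = 4.96e-05). Without pigs 30 and 27, r was -0.897 over 7 hearts. TPM have a fixed total, of which these 13 genes took from 38.2% to 55.3%, so a larger share lowers all other genes by arithmetic and the relation is partly built in. With these genes left out and the rest rescaled, the first component did not follow the share (r = 0.0033, exact permutation p = 0.939), but it was another axis (r = 0.032 with the original first component and 0.993 with the second), so this does not bear on the original axis. Projected on the original first component, the rescaled values kept 63.4% of the variance along it and still followed the share (r = -0.779, exact permutation p = 0.00104, adjusted 0.00207), so that the fixed total of TPM alone does not account for the relation. The remaining relation, with a measure taken from the sizes of the lowest TPM values, is not reported because the depth of each heart is unknown. Sequencing depth is therefore left open as an explanation of this axis. No biological explanation was tested for this axis.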
